# Metabolic regulation of pluripotency and germ cell fate through α‐ketoglutarate

**DOI:** 10.15252/embj.201899518

**Published:** 2018-09-26

**Authors:** Julia Tischler, Wolfram H Gruhn, John Reid, Edward Allgeyer, Florian Buettner, Carsten Marr, Fabian Theis, Ben D Simons, Lorenz Wernisch, M Azim Surani

**Keywords:** cell state transitions, germ cells, metabolism, pseudotime analysis, single‐cell analysis, Development & Differentiation, Metabolism, Stem Cells

## Abstract

An intricate link is becoming apparent between metabolism and cellular identities. Here, we explore the basis for such a link in an *in vitro* model for early mouse embryonic development: from naïve pluripotency to the specification of primordial germ cells (PGCs). Using single‐cell RNA‐seq with statistical modelling and modulation of energy metabolism, we demonstrate a functional role for oxidative mitochondrial metabolism in naïve pluripotency. We link mitochondrial tricarboxylic acid cycle activity to IDH2‐mediated production of alpha‐ketoglutarate and through it, the activity of key epigenetic regulators. Accordingly, this metabolite has a role in the maintenance of naïve pluripotency as well as in PGC differentiation, likely through preserving a particular histone methylation status underlying the transient state of developmental competence for the PGC fate. We reveal a link between energy metabolism and epigenetic control of cell state transitions during a developmental trajectory towards germ cell specification, and establish a paradigm for stabilizing fleeting cellular states through metabolic modulation.

## Introduction

Embryonic stem cells (ESCs) have the capacity for indefinite self‐renewal *in vitro,* while retaining the ability to differentiate into specialized cell types (Ng & Surani, 2011; Young, 2011). The *in vitro* differentiation of mouse ESCs (mESCs) from a naïve pluripotent state into primed epiblast‐like cells (EpiLCs) confers transient developmental competence for the primordial germ cell (PGC) fate (Hayashi *et al*, 2011) and provides a tractable model system for investigations on early embryonic cell state conversions (Fig 1A). These cell states and their transitions are associated with functional heterogeneity, which needs consideration (Cahan & Daley, 2013). While PGCs, the precursors of oocytes and sperm, and naïve ESCs share expression of some key pluripotency transcription factors, together with DNA and histone methylation status, these are distinct cell states (Saitou *et al*, 2003; Seki *et al*, 2005; Surani *et al*, 2007; Hackett & Surani, 2013; Kurimoto *et al*, 2015).

**Figure 1:**
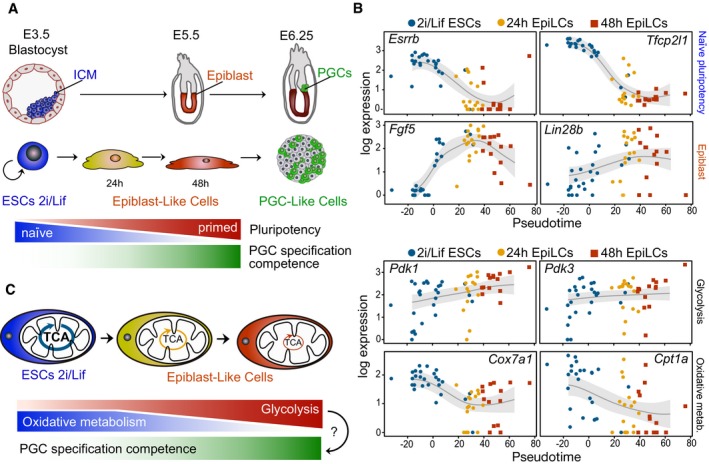
Embryonic cell state transitions underlie dynamic changes in energy metabolism Model depicting the conversion of mouse embryonic stem cells (ESCs) from a naïve pluripotent state in 2i/Lif culture conditions to primed epiblast‐like cells (EpiLCs), which acquire transient competence for induction into primordial germ cell (PGC)‐like cell fate. Corresponding developmental stages are shown in the mouse embryo.Single‐cell expression data in pseudotime of central regulators of naïve pluripotency, epiblast marker genes, glycolytic regulators and genes with key functions in oxidative metabolism.Schematic illustrating the dynamic changes in energy metabolism during the acquisition of developmental competence for the PGC fate. TCA, tricarboxylic acid cycle.Data information: See also Fig EV1.

Nutritional state, metabolism and the accompanying epigenetic changes have an impact on cellular identity. For example, threonine metabolism is linked to the synthesis of the methyl donor S‐adenosylmethionine (SAM), which impacts on the histone methylation status, and, in turn, mESC pluripotency (Shyh‐Chang *et al*, 2013). Likewise, the metabolite alpha‐ketoglutarate (αKG) has a role in mESC self‐renewal through enhancing the efficiency of αKG‐dependent dioxygenases with key functions in the regulation of epigenetic state (Carey *et al*, 2015), but also in the differentiation of human ESCs (hESCs; TeSlaa *et al*, 2016). Similarly, aerobic glycolysis has been linked to chromatin structure and the maintenance of hESC pluripotency, with glycolysis‐derived cytosolic acetyl‐CoA serving as an essential substrate for histone acetylation (Moussaieff *et al*, 2015). While primed hESCs depend primarily on aerobic glycolysis, as is the case for the mouse epiblast stem cells (EpiSCs), naïve hESCs and mESCs utilize both glycolysis and oxidative phosphorylation pathways on demand (Zhou *et al*, 2012; Sperber *et al*, 2015). Consistently with their predominantly glycolytic metabolism, stimulating aerobic glycolysis via stabilization of hypoxia‐inducible factor 1 alpha (HIF‐1α) is sufficient to drive mESCs into epiblast‐like cell fates (Zhou *et al*, 2012). Accordingly, activation of oxidative metabolism facilitates the re‐acquisition of naïve pluripotency from highly glycolytic EpiSCs (Sone *et al*, 2017), suggesting that changes in cellular metabolism influence cell state transitions. The precise molecular regulation underlying the impact of energy metabolism on mESC pluripotency and during early embryonic development, however, remains poorly defined.

Here, we identify metabolic regulatory pathways that are dynamically modulated during the conversion from naïve to primed pluripotency in mouse, and establish the influence of oxidative metabolism on mESC pluripotency and developmental competence for the PGC fate. We link oxidative mitochondrial metabolism and tricarboxylic acid cycle to the production of αKG and, in turn, the activity of key epigenetic regulators. On the basis of our findings, we propose a metabolic regulatory mechanism via αKG, which mediates early embryonic cell state transitions and germ cell development through promoting permissive epigenetic states.

## Results

### Single‐cell analysis reveals metabolic regulatory dynamics and competence for the PGC fate

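Single-cell transcriptomes were deposited for 67 mouse cells, each sequenced as a library of its own: 26 naïve ESCs at 0 h, 16 EpiLCs at 24 h and 25 EpiLCs at 48 h. ESCs were held in 2i/Lif, a medium with inhibitors of MEK and GSK3, and EpiLCs are cells moved from it towards a state like the epiblast of the early post-implantation embryo. The cells came from C57BL/6 wild-type ESC clone C8 at passage 17, with 1 culture named per time point, and were pooled before capture on a Fluidigm C1 chip, where a different dye for each time point told them apart. Time point and dye therefore cannot be separated. The cells of a time point are not replicates of a culture, so no test was run between time points, and standard deviations (SD) below are over cells. The full-length SMARTer libraries carry no molecular identifiers, so reads are not independent molecules. Poisson intervals of pooled reads treat them as independent, so they are likely too narrow even for counting error and leave out the spread over cells. Binomial intervals of shares cover the sampling of cells within a culture only. The authors deposited the number of reads counted on each transcript, without normalization. The reads counted on transcripts per cell ranged from 3267583 to 9456971 in ESCs (median 5698590), from 4010306 to 9156604 in 24 h EpiLCs (median 5869500) and from 3615062 to 9110085 in 48 h EpiLCs (median 5207630). Counts of each cell were divided by the size factor of DESeq2's median-of-ratios method, computed over the 3758 transcripts with a read in every cell, and expressed as log10(normalized count + 1). For a gene with several transcripts, the transcript with most reads was used. A change is the mean of these values at 48 h minus that at 0 h, and a gene was called higher or lower when the change reached 0.3 in size. CPM values are pooled over the cells of a time point and relative to all counts on transcripts. Values are given first over the 56 cells used in the paper, which leave out 11 of the 48 h EpiLCs for their Tfcp2l1 level, and then over all 67.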

First, we used the *in vitro* differentiation of naïve mouse embryonic stem cells (ESCs) from pluripotent ground state (2i/Lif culture conditions; Ying *et al*, 2008) into primed epiblast‐like cell (EpiLC) fates (Hayashi *et al*, 2011; Fig 1A), and performed single‐cell RNA‐sequencing (RNA‐seq) at *t* = 0, *t* = 24 and *t* = 48 h (Fig EV1A and B). Gaussian process latent variable models (GPLVMs), a non‐linear dimensionality reduction approach (Lawrence, 2004; Buettner & Theis, 2012), grouped individual cells into distinct transcriptional states, which were highly correlated with sampling time (Fig EV1C). 

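A principal component analysis, a linear method that differs from the GPLVM, was run on the log10 values of the 500 transcripts with the largest variance, chosen without regard to time point. Over the paper's 56 cells, the first component held 12.0% of the variance. Its median was -9.21 in ESCs (range -15.0 to 5.67), 5.33 in 24 h EpiLCs (-4.1 to 9.09) and 8.3 in 48 h EpiLCs (0.807 to 9.84), so the ranges overlapped. On this component 45 of the 56 cells lay nearest to the median of their own time point, which held for 22 of 26 ESCs, 12 of 16 24 h EpiLCs and 11 of 14 48 h EpiLCs. Of the ESCs, 4 lay nearest to the 24 h median. With the 11 left-out 48 h EpiLCs included, 46 of 67 cells lay nearest to their own median, and 7 of the 25 48 h EpiLCs lay nearest to that of ESCs.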

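Changes between 0 h and 48 h were ranked among genes with a read in at least 50% of the cells of either time point, whose change had the same sign at 24 h and over all 67 cells. The 5 largest rises in mean log10 value over the paper's 56 cells were 1.76 for Kif1a (NM_001110315, chromosome 1 from 94912033 to 94998442 of NCBIM37, the same assembly as mm9), 1.62 for Pdlim3, 1.53 for Slc27a2, 1.4 for Car4 and 1.39 for Id2. Kif1a reads were found in 14 of 26 ESCs and 12 of 14 kept 48 h EpiLCs. Car4 had means of 1.2 ± 1.16 at 0 h, 2.64 ± 0.767 at 24 h and 2.61 ± 0.80 at 48 h (SD over cells), whereas Kif1a went from 0.287 ± 0.467 over 0.891 ± 0.853 to 2.05 ± 0.969. Among the 5 largest falls, Tfcp2l1 itself set which cells were kept. It was followed by Crxos (NM_001033638, chromosome 7 from 16467966 to 16489379), with a change of -2.23, Tcl1 with -2.2, Lrrc34 with -2.09 and Lpar1 with -2.07. Exons of Slc27a2 share 419 bases with Gm16762, and those of Lrrc34 98 bases with Lrriq4, on the opposite strand. With the left-out 48 h EpiLCs included, the changes were 1.33 for Kif1a, 1.34 for Pdlim3, 1.08 for Slc27a2, 1.38 for Car4, 1.18 for Id2, -1.52 for Crxos, -1.49 for Tcl1, -1.5 for Lrrc34 and -1.51 for Lpar1.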

We harnessed the cellular heterogeneity arising during EpiLC differentiation to derive dynamic gene expression trajectories by statistically ordering single‐cell transcriptomes over a developmental time (“pseudotime”; Trapnell *et al*, 2014; Reid & Wernisch, 2016; Figs 1B and EV1D), and comprehensively quantified expression level changes (Appendix Table S1). 

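Esrrb (NM_001159500) lies on chromosome 12 from 87702067 to 87862578 of NCBIM37, on the forward strand, and encodes an orphan nuclear receptor. Its mean log10(normalized count + 1) was 2.21 ± 0.788 in the 26 ESCs, 0.799 ± 0.834 in the 16 24 h EpiLCs and 0.547 ± 0.934 in the 14 kept 48 h EpiLCs (SD over cells). The change of -1.66 exceeded the pooled SD over cells of 0.841. In pooled reads, Esrrb went from 66.8 (65.4 to 68.1) CPM in ESCs to 10.7 (10.0 to 11.5) in kept 48 h EpiLCs (95% exact Poisson intervals). The cell of well B12 held 594 of the 790 reads at 48 h, and without it the level was 2.85 (2.46 to 3.28) CPM. Tfcp2l1 (NM_023755, chromosome 1 from 120524522 to 120581744, forward strand) encodes a transcription factor of the CP2 family. It stood at 3.1 ± 0.742, 1.09 ± 0.76 and 0.672 ± 0.233 at the 3 time points, a change of -2.43 against a pooled SD of 0.617, with the 48 h cells chosen for low counts of this gene. Exons of Tfcp2l1 share 130 bases with a U1 snRNA on the same strand. The left-out 48 h EpiLCs ranged from 1.81 to 3.67 for Tfcp2l1 and from 0 to 2.69 for Esrrb. With them included the changes were -1.4 and -1.13. Fgf5 (NM_010203, chromosome 5 from 98683203 to 98706049, forward strand), a growth factor gene of the epiblast, rose from 1.03 ± 1.07 to 2.36 ± 0.681 at 24 h and was lower again at 48 h, at 1.96 ± 0.755. Its change of 0.929 from 0 h to 48 h stayed within the pooled SD of 0.973. Taken as medians over cells the Fgf5 change was 1.9, and as pooled CPM it was 0.278, under the size called higher. The pooled change passed that size, at 0.303 to 0.406, without any 1 of the ESCs of wells B7, B8, D5 and G7 or of the 48 h EpiLCs of wells A7, B12, B9, C11 and E6. Lin28b (NM_001031772, chromosome 10 from 45096426 to 45206201, reverse strand), which encodes an RNA-binding protein, changed by 0.644, from 1.02 ± 0.815 over 1.77 ± 0.969 to 1.67 ± 1.06, also within its pooled SD of 0.905. In the full set of 67 cells the rises were 0.459 for Fgf5 and 0.372 for Lin28b.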

Key regulators of naïve pluripotency, such as *Esrrb* and *Tfcp2l1*, displayed pronounced downward pseudotime profiles, while genes associated with epiblast development, such as *Fgf5* and *Lin28b*, showed increasing expression over time; this recapitulates the known expression dynamics (Hayashi *et al*, 2011). Central regulators of energy metabolism exhibited similarly dynamic trajectories. Accordingly, pyruvate‐dependent kinases 1 and 3 (*Pdk1* and *Pdk3*) and *Slc2a1* and *Stk11* (Fig EV1D) were upregulated over time, conceivably contributing to enhanced glycolysis by suppressing entry of pyruvate into the mitochondrial tricarboxylic acid (TCA) cycle and by facilitating glucose uptake, respectively. Conversely, genes with central roles in oxidative metabolism, such as *Cox7a1* and *Cpt1a*, exhibited a prominent decline. These dynamic expression changes suggest a switch to an increased glycolytic state with a concomitant decrease in oxidative metabolism (Fig 1C), as cells acquire competence for the PGC fate (Zhou *et al*, 2012; Zhang *et al*, 2016).

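Pdk1 (NM_172665, chromosome 2 from 71711281 to 71741915 of NCBIM37) averaged 1.85 ± 0.849 in ESCs, 2.19 ± 0.885 in 24 h EpiLCs and 2.68 ± 0.448 in kept 48 h EpiLCs on the log10 scale (SD over cells). The rise of 0.823 was above the pooled SD over cells, 0.737, and pooled reads went from 37.4 (36.4 to 38.4) to 139.6 (137 to 142) CPM. Pdk3 (NM_145630, chromosome X from 91009946 to 91077540) rose by 0.354, from 1.88 ± 0.775 to 2.24 ± 0.757, which is less than its pooled SD of 0.769. This rise fell under 0.3 without the 48 h cell of well B12 (0.26) and without either of the ESCs of wells E8 and H11 (0.279 each), and also with medians over cells (0.256) or a pseudocount of 10 (0.297). Slc2a1 (NM_011400, chromosome 4 from 118781316 to 118809935), which encodes the glucose transporter GLUT1, was at 2.81 ± 0.385 in ESCs and 2.82 ± 0.577 at 24 h, and reached 3.31 ± 0.358 at 48 h, a rise of 0.498 against a pooled SD of 0.376. Stk11 (NM_011492, chromosome 10 from 79578548 to 79593427), which encodes the kinase LKB1, stood at 1.13 ± 0.817, 1.78 ± 0.805 and 1.94 ± 0.788, a rise of 0.81 at a pooled SD of 0.807. Exons of Stk11 share 232 bases with Dos on the opposite strand, and those of Slc2a1 share 105 bases with Gm12868, so reads there could belong to either gene if the counting ignored strand, which the paper's text does not state. With the left-out 48 h EpiLCs the rises were 0.685 for Pdk1, 0.32 for Pdk3, 0.407 for Slc2a1 and 0.582 for Stk11. The left-out cells ranged over 0.964 to 2.88 for Pdk1, 0.301 to 2.97 for Pdk3, 2.42 to 3.4 for Slc2a1 and 0 to 2.54 for Stk11.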

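Cox7a1 (NM_009944), on chromosome 7 from 30969190 to 30971047 of NCBIM37, encodes a subunit of cytochrome c oxidase. Its mean log10 value went from 1.82 ± 0.497 in ESCs to 0.937 ± 0.613 in 24 h EpiLCs and 1.16 ± 0.714 in kept 48 h EpiLCs (SD over cells). The level at 48 h was thus not below that at 24 h. The change from 0 h to 48 h, -0.659, was larger than the pooled SD over cells of 0.58, and pooled reads dropped from 19.1 (18.3 to 19.8) to 6.08 (5.53 to 6.67) CPM. Cpt1a (NM_013495, chromosome 19 from 3323301 to 3385732) encodes the carnitine palmitoyltransferase that admits long-chain fatty acids to mitochondria. It averaged 1.6 ± 0.907 at 0 h, 0.879 ± 0.86 at 24 h and 0.701 ± 0.819 at 48 h, a change of -0.901 at a pooled SD of 0.877, and was read in 24 of 26 ESCs and 8 of 14 kept 48 h EpiLCs. The left-out 48 h EpiLCs ranged from 0 to 2.63 for Cox7a1 and from 0 to 2.75 for Cpt1a. With them included the changes were -0.448 and -0.454.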

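Lists of genes of energy metabolism give the same comparison for pathways, as far as their genes had a matched identifier. The value of a list is the median change over its genes with a read in at least 10% of the 56 cells, set against 10000 random lists of equal size matched on mean expression, as a description of these cells. The 4 glucose and lactate transporters had a median change of 0.317 (percentile 99.8), led by Slc16a3 with 1.22. Of 17 glycolytic enzymes listed, Gapdh, Pgk1, Pgam1 and Eno1 had no matched identifier and are missing here. The 13 others had a median change of 0.107 (percentile 98.6). Of these, 9 rose, from Aldoc with 0.94 down, and 4 fell, among them Hk1 with -0.65 and Ldhb with -0.407. The 6 kinases and phosphatases of pyruvate dehydrogenase had -0.0492 (percentile 50.1). The TCA cycle list of 17 genes had -0.0384 (percentile 30.1) and the fatty acid oxidation list of 13 genes -0.137 (percentile 20.1), with Slc25a20 at -1.07 and Acadl at 0.747. Subunits of the respiratory chain lay close to 0, with medians of 0.0332 for 34 genes of complex I, -0.0298 for 27 genes of complexes II to IV and -0.0219 for 12 genes of complex V (percentiles 93.0, 28.9 and 30.4). The median over all 12703 detected genes was -0.0331. Taken over all 67 cells, the list medians were 0.287 for the transporters, 0.0766 for glycolytic enzymes, -0.060 for the kinases and phosphatases, -0.0323 for the TCA cycle, -0.121 for fatty acid oxidation and 0.00704, -0.020 and -0.019 for complexes I, II to IV and V. Scaled by the reads on the Ambion rows, a choice made after seeing the data, the median of all genes moved to -0.134 and that of glycolytic enzymes to -0.0319, which is 0.102 above all genes. The median of complex I moved to -0.118, which is 0.0153 above them. Under this scaling the transporters had 0.166, the kinases and phosphatases -0.0929, the TCA cycle -0.190 and fatty acid oxidation -0.289. Relative to all genes these lay at 0.30, 0.0407, -0.0564 and -0.155 in that order. From the rise of Pdk1, Pdk3, Slc2a1 and Stk11 and the decline of Cox7a1 and Cpt1a, the paper proposes a switch towards glycolysis with less oxidative metabolism.

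**Figure D1:**
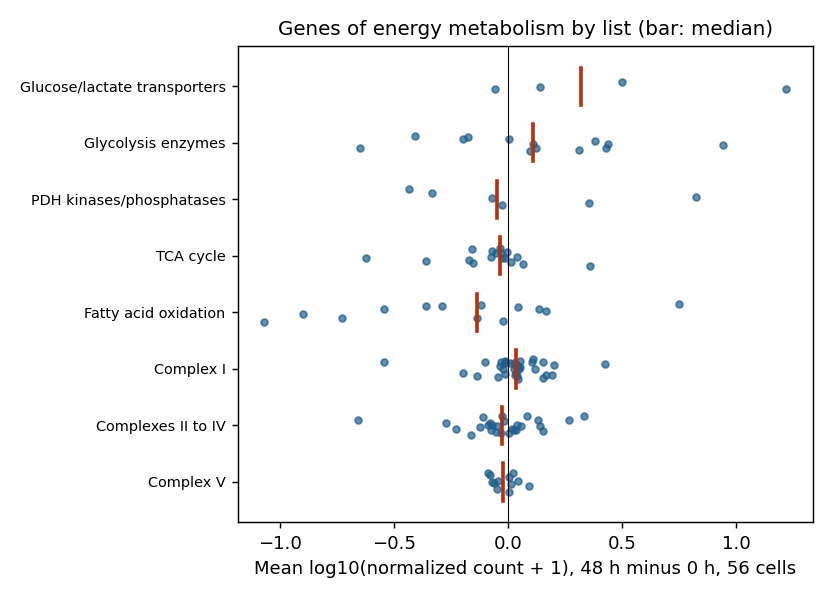
Change in mean log10(normalized count + 1) from 0 h to 48 h over the 56 cells (x axis, log10 units) for each detected gene of 8 lists of energy metabolism (1 point per gene, vertical jitter only). The bar marks the median of a list, which is 0.317 for the transporters and between -0.137 and 0.107 for the other lists.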

**Figure EV1:**
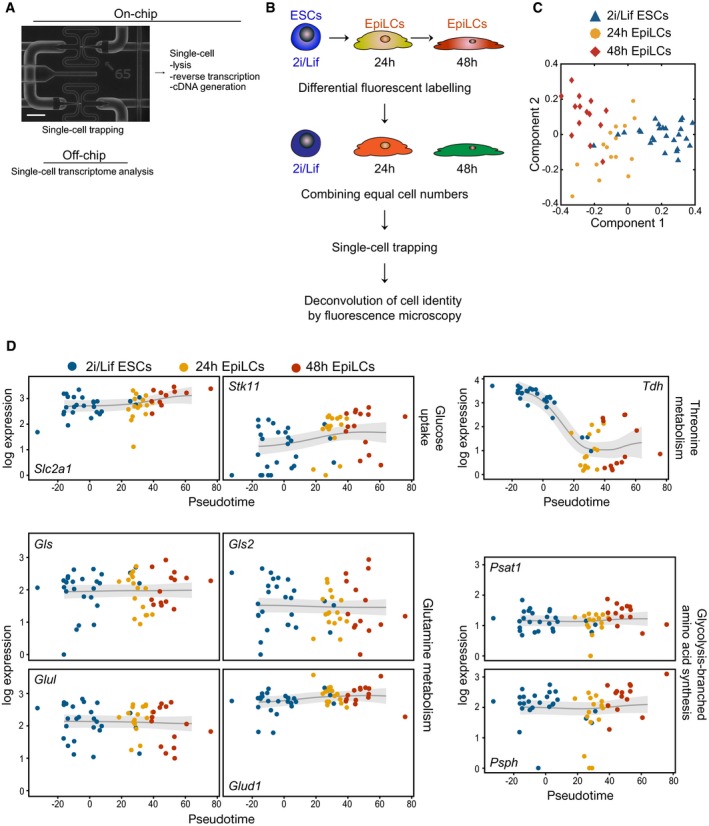
Single‐cell RNA‐seq during the ESC‐to‐EpiLC transition (related to Fig 1) Overview of the process flow of single‐cell transcriptome analysis using the C1 Single‐Cell AutoPrep System (Fluidigm). A magnified image of a microfluidic chip with single cells trapped within individual capture sites is shown. Scale bar, 20 μm.Scheme for the concurrent processing of single cells harvested at time points *t *= 0 h (ESCs 2i/Lif/KSR), *t* = 24 and *t* = 48 h following staggered EpiLC induction.GPLVM plot of single‐cell transcriptome data from ESCs in 2i/Lif/KSR, 24 and 48 h EpiLCs.Pseudotime expression trajectories for regulators with key functions in glucose uptake, threonine and glutamine metabolism, and glycolysis‐branched amino acid synthesis.

### Oxidative mitochondrial metabolism maintains an embryonic stem cell‐like state

Next, we investigated potential implications of sustained oxidative mitochondrial metabolism through repression of glycolysis for naïve pluripotency (Fig 2A). Using a knock‐in reporter ESC line expressing a destabilized green fluorescent protein from the endogenous *Zfp42*/*Rex1* locus (*Rex1*‐GFPd2; Wray *et al*, 2011; Kalkan *et al*, 2017), we found that inhibition of glycolysis through supplementation of the glucose analogue 2‐deoxy‐D‐glucose (2‐DG; Wick *et al*, 1957; Zhou *et al*, 2012) prevented the exit from naïve pluripotency, indicated by the sustained expression of *Rex1*‐GFPd2, in a dose‐dependent manner (Figs 2B and EV2A–C). Expression levels of marker genes for naïve pluripotency, including *Esrrb*,* Klf4* and *Tfcp2l1*, that were strongly downregulated in controls by *t* = 48 h during the ESC‐to‐EpiLC transition remained elevated following 2‐DG treatment (Fig 2C). Conversely, epiblast markers, such as the *de novo* methyltransferase *Dnmt3b*,* Fgf5* and *Lin28b,* were repressed (Fig 2C). Further, glycolytic suppression also had an impact on colony‐forming ability, a hallmark of naïve pluripotency. While ESCs have the potential to self‐renew and can generate colonies from single cells in naïve pluripotency‐promoting conditions, this ability is lost in 48 h EpiLCs (Murakami *et al*, 2016). The addition of 2‐DG during the ESC‐to‐EpiLC differentiation, however, resulted in the subsequent robust self‐renewal and colony formation (Fig 2D), supporting the maintenance of a naïve pluripotent state. Comparable results were obtained following treatment with the PDK inhibitor dichloroacetate (DCA), which enhances the conversion of pyruvate to acetyl‐CoA in the mitochondria (Stacpoole, 1989; Whitehouse *et al*, 1974; Fig EV2D–G).

**Figure 2:**
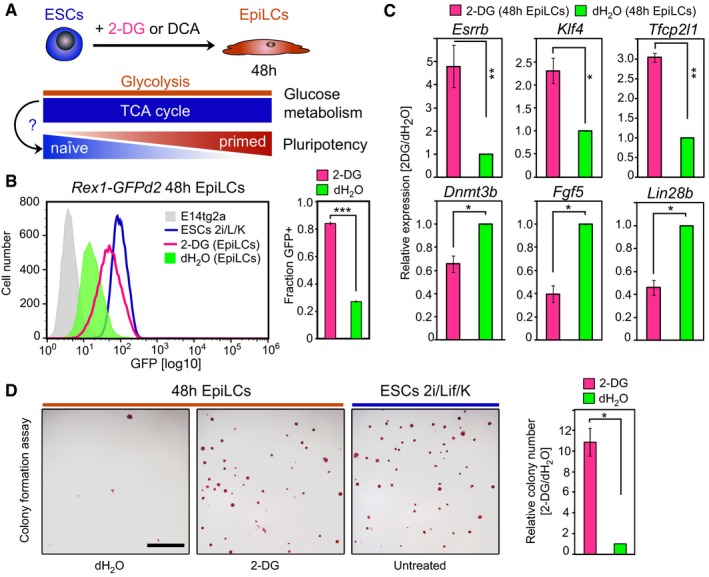
Oxidative metabolism promotes naïve pluripotency Investigating the effect of sustained oxidative mitochondrial metabolism on the transition from naïve ESCs to primed EpiLCs through supplementation of the glycolysis inhibitors 2‐deoxy‐D‐glucose (2‐DG) and dichloroacetate (DCA), respectively.Flow cytometry analysis of *Rex1*‐GFPd2 cells following addition of 10 mM 2‐DG during the 48 h EpiLC induction. Representative GFP intensity distributions are depicted. Average proportions of *Rex1*‐GFPd2‐positive (GFP+) cells are quantified from two independent biological replicates. Error bars represent ± SE. ***P = 0.0006 (unpaired 1‐tailed Student's *t*‐test).Expression analysis by qRT–PCR of naïve pluripotency and epiblast marker genes in bulk 48 h cells after 10 mM 2‐DG treatment. Relative expression levels, normalized to control culture conditions, are shown. Graphs represent averages from triplicate (duplicate for *Klf4* and *Tfcp2l1*) independent biological experiments. Error bars denote ± SE. *P ≤ 0.05; **P ≤ 0.01 (unpaired 1‐tailed Student's *t*‐test, see Appendix Table S3 for exact *P*‐values).Colony‐forming ability following 10 mM 2‐DG supplementation during EpiLC stimulation. Representative images of alkaline phosphatase (AP)‐stained colonies are displayed. Scale bar, 250 μm. The average colony formation, normalized to control culture conditions, quantified from two independent biological replicates, is shown. Error bars signify ± SE. *P = 0.0424 (unpaired 1‐tailed Student's *t*‐test).Data information: See also Fig EV2.

**Figure EV2:**
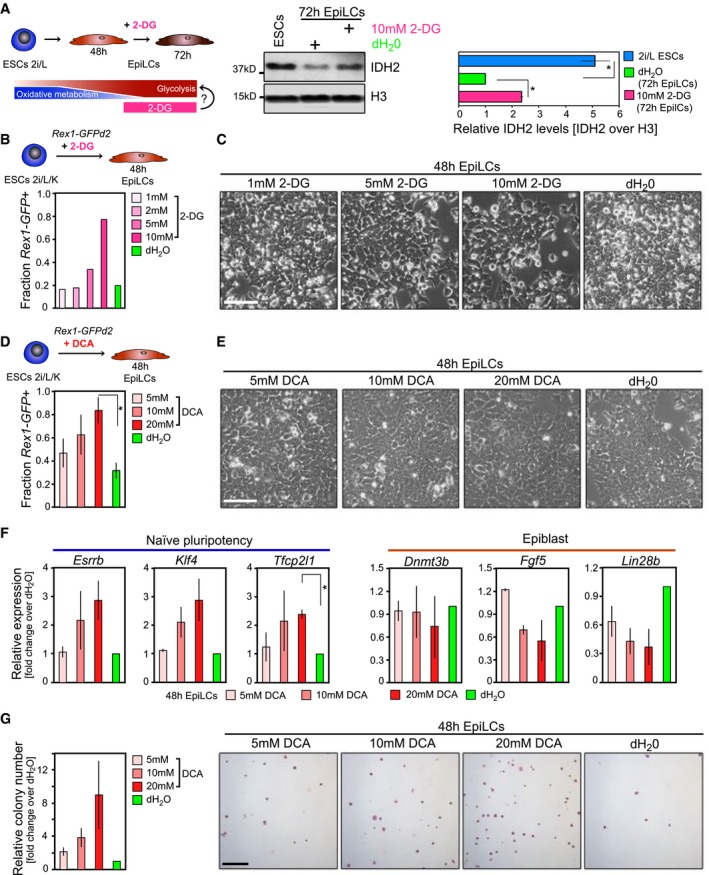
Glycolytic inhibition sustains a naïve pluripotent state (related to Fig 2) A–GExamining the effect of glycolytic inhibition on pluripotent state through supplementation of 2‐deoxy‐D‐glucose (2‐DG; A–C) and pyruvate dehydrogenase kinase (PDK) inhibitor dichloroacetate (DCA; D–G), respectively, during the ESC‐to‐EpiLC transition. (A) Western blot showing protein levels for the αKG‐generating enzyme IDH2 as a marker for TCA cycle activity after addition of 2‐DG and dH_2_O, respectively, from *t* = 48 to *t* = 72 h during EpiLC differentiation. H3 is used as a loading control. Quantifications are based on two independent experiments. Error bars signify ± SE. *P ≤ 0.05 (unpaired 1‐tailed Student's *t*‐test, see Appendix Table S3 for precise *P*‐values). (B, D) Flow cytometry‐based quantification of *Rex1*‐GFPd2 cells following 2‐DG and DCA supplementation, respectively. (D) Proportions of *Rex1*‐GFPd2‐positive (GFP+) cells represent averages from duplicate experiments, with error bars denoting ± SE. *P = 0.0403 (unpaired 1‐tailed Student's *t*‐test). (C, E) Characteristic bright‐field images after addition of 2‐DG and DCA, respectively, during the 48 h EpiLC induction. Scale bar, 10 μm. (F) Expression analysis by qRT–PCR of naïve pluripotency regulators and epiblast marker genes in bulk 48 h cells following culture in EpiLC‐inducing conditions in the presence of increasing doses of DCA. Graphs show average fold changes in expression over control culture conditions from duplicate experiments. Error bars indicate ± SE. *P = 0.0246 (unpaired 1‐tailed Student's *t*‐test). (G) Colony‐forming ability subsequent to 48 h DCA treatment. Representative images of AP‐stained colonies are displayed. Scale bar, 250 μm. Colony formation following DCA supplementation is normalized to control‐treated cells. Graphs represent averages from duplicate experiments. Error bars signify ± SE.

Collectively, activation of mitochondrial oxidative metabolism through inhibition of glycolysis sustains an ESC‐like state, suggesting that the oxidative‐to‐glycolytic switch might functionally promote the conversion from naïve to primed pluripotency and consequently the acquisition of developmental competence for the PGC fate.

### The TCA cycle metabolite αKG mediates the naïve pluripotency‐promoting effect of oxidative mitochondrial metabolism

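In the single cells, Idh2 (NM_173011) and Dlst (NM_030225) were read in every cell. Idh2, on chromosome 7 from 87239732 to 87260278 of NCBIM37, encodes the mitochondrial NADP-dependent isocitrate dehydrogenase. Its mean log10 value fell from 2.72 ± 0.418 in ESCs to 2.26 ± 0.653 in 24 h EpiLCs and 2.1 ± 0.81 in kept 48 h EpiLCs (SD over cells), a change of -0.625 against a pooled SD over cells of 0.582. The spread widened with time, and kept 48 h EpiLCs ranged from 0.339 to 3.1. Pooled reads of Idh2 fell from 146 (144 to 148) to 65.5 (63.6 to 67.3) CPM. With medians over cells the Idh2 change was -0.383, and with pooled CPM -0.348. Both were past the size called lower but smaller than the pooled SD. With each cell left out in turn it was between -0.702 and -0.49. Dlst, on chromosome 12 from 86451783 to 86475041, encodes the succinyltransferase subunit of the 2-oxoglutarate dehydrogenase complex. It averaged 2.18 ± 0.57, 2.62 ± 0.304 and 2.54 ± 0.452 at 0, 24 and 48 h, and its change of 0.358 was within the pooled SD of 0.532. With medians over cells the Dlst change was 0.261, and with pooled CPM 0.218, both under the size called higher, though the pooled change was 0.334 without the ESC of well H11. With all 48 h EpiLCs the changes were -0.406 for Idh2 and 0.228 for Dlst, the latter again under that size. Left-out 48 h EpiLCs lay between 1.91 and 3.23 for Idh2 and between 1.01 and 2.87 for Dlst. Among the 17 TCA cycle genes detected, Idh2 had the largest fall and Dlst the largest rise.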

Pseudotime expression profiles and quantitative analysis of enzymes central to the mitochondrial TCA cycle revealed pronounced downregulation of the αKG‐producing enzyme *Idh2* but slight upregulation of the αKG‐to‐succinate‐converting enzyme *Dlst* (Fig 3A, Appendix Table S1), suggesting that αKG levels are diminished during the transition from naïve to primed pluripotency. Correspondingly, IDH2 protein levels were distinctly lower in 48 and 72 h EpiLCs, as compared to naïve ESCs (Fig EV3A).

**Figure 3:**
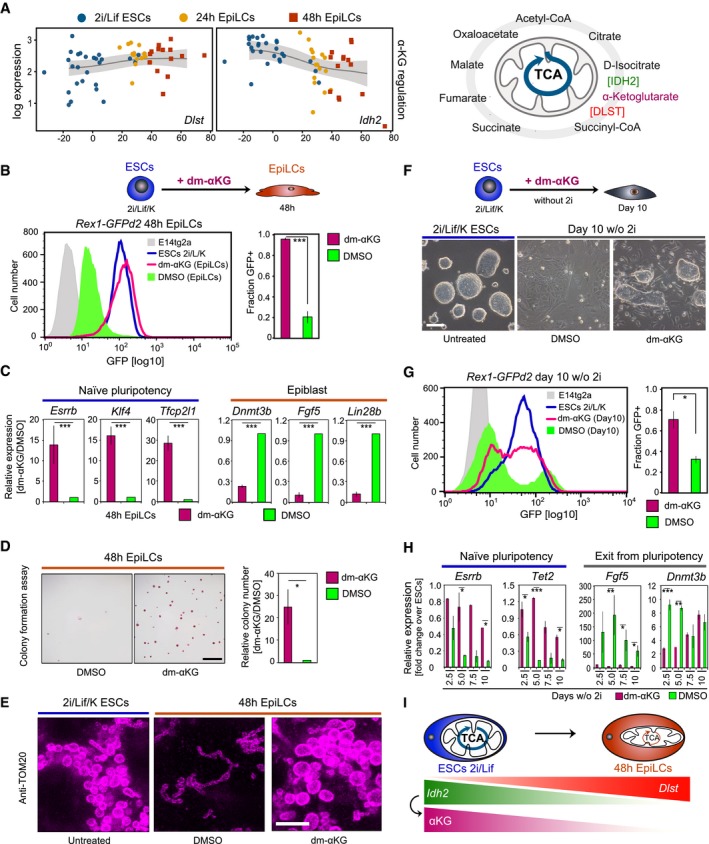
αKG maintains naïve pluripotency APseudotime expression profiles for the αKG‐regulating enzymes *Idh2* and *Dlst* during the transition from naïve to primed pluripotency. TCA cycle enzymes and metabolites produced within the TCA cycle are illustrated.BRepresentative flow cytometry profiles of *Rex1*‐GFPd2 cells following 4 mM dm‐αKG supplementation during the EpiLC induction are depicted. Graphs show average fractions of *Rex1*‐GFPd2‐positive (GFP+) cells from six independent biological assays. Error bars indicate ± SE. ***P = 1.241E‐05 (unpaired 1‐tailed Student's *t*‐test).CqRT–PCR analysis of naïve pluripotency regulators and epiblast marker genes following EpiLC stimulation in the presence of 4 mM dm‐αKG. Expression data are normalized to control culture conditions and represent averages from five biological replicates in bulk 48 h cells. Error bars denote ± SE. ***P ≤ 0.005 (unpaired 1‐tailed Student's *t*‐test, see Appendix Table S3 for exact *P*‐values).DColony‐forming ability succeeding 4 mM dm‐αKG treatment during the 48 h EpiLC induction. Characteristic images of AP‐stained colonies are shown. Scale bar, 250 μm. Colony formation is normalized to control‐treated cells and quantified from quadruplicate experiments. Error bars signify ± SE. *P = 0.0283 (unpaired 1‐tailed Student's *t*‐test).ERepresentative super‐resolution images of TOM‐20 immune‐labelled mitochondria in ESCs following 48 h culture in 2i/Lif/KSR media, and EpiLC‐inducing conditions in the presence of 4 mM dm‐αKG and DMSO, respectively, are displayed. Scale bar, 3 μm.F–HTen‐day culture of *Rex1*‐GFPd2 cells in N2B27/Lif/KSR with 4 mM dm‐αKG and DMSO, respectively, with passaging every 2.5 days. (F) Characteristic bright‐field images of *Rex1*‐GFPd2 cells after 10 days of culture in 2i/Lif/KSR and N2B27/Lif/KSR, in the presence of dm‐αKG and DMSO, respectively. Scale bar, 10 μm. (G) Flow cytometer‐based quantification of *Rex1*‐GFPd2‐positive (GFP+) cells. Representative GFP intensity distributions are displayed. The average fractions of GFP+ cells are measured from duplicate experiments. Error bars denote ± SE. *P = 0.0477 (unpaired 1‐tailed Student's *t*‐test). (H) qRT–PCR analysis of naïve pluripotency and differentiation markers in bulk cells harvested at 2.5‐day intervals during the 10‐day culture in N2B27/Lif/KSR with dm‐αKG or DMSO. Expression data are normalized to time‐matched ESCs in 2i/Lif/KSR culture conditions and are averaged over two independent biological experiments. Error bars indicate ± SE. *P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.005 (unpaired 1‐tailed Student's *t*‐test, see Appendix Table S3 for precise *P*‐values).IModel illustrating the IDH2‐mediated production of αKG in the mitochondrial TCA cycle during oxidative metabolism in ESCs in naïve pluripotency conditions.Data information: See also Figs EV3 and EV4.

**Figure EV3:**
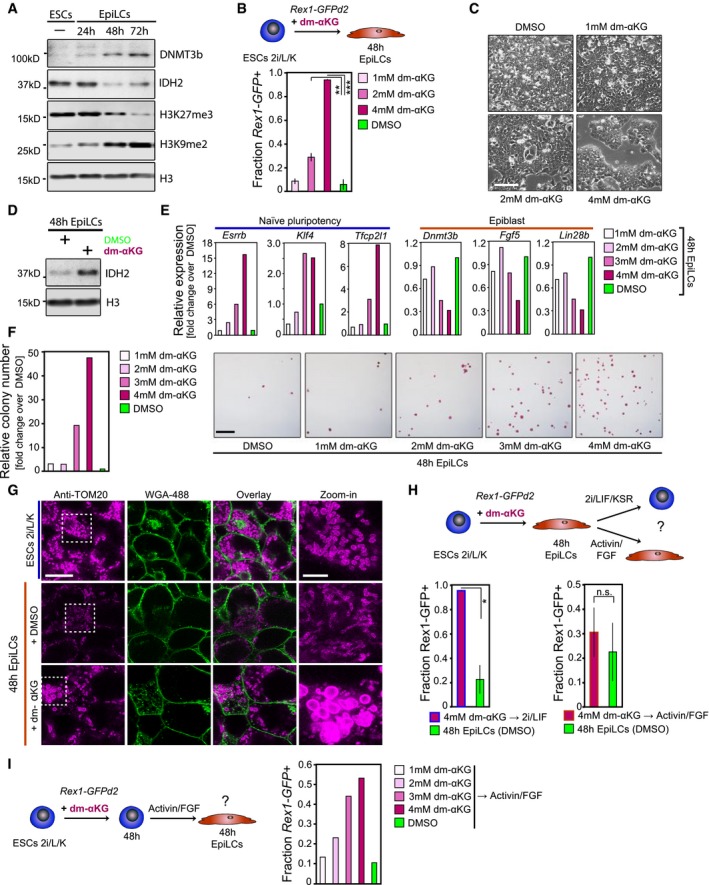
The effect of αKG on naïve pluripotency is concentration‐dependent and fully reversible (related to Fig 3) ARepresentative Western blot showing DNMT3b, IDH2, H3K27me3 and H3K27me2 dynamics during the ESC‐to EpiLC transition. H3 is used as a loading control.B–DInvestigating the impact of dm‐αKG supplementation during the ESC‐to‐EpiLC transition on pluripotent state. (B) Flow cytometer analysis of *Rex1*‐GFPd2‐positive (*Rex1*‐GFP+) cells. Graphs represent average fractions of *Rex1*‐GFP+ cells quantified from triplicate experiments. Error bars denote ± SE. **P ≤ 0.01; ***P ≤ 0.005 (unpaired 1‐tailed Student's *t*‐test, see Appendix Table S3 for precise *P*‐values). (C) Characteristic bright‐field images of *Rex1*‐GFPd2 cells following 48 h culture in EpiLC‐inducing conditions in the presence of increasing doses of dm‐αKG. Scale bar, 10 μm. (D) Representative Western blot displaying IDH2 levels following 48 h EpiLC stimulation with 4 mM dm‐αKG and DMSO, respectively. H3 is used as a loading control.EExpression analysis by qRT–PCR of key regulators of naïve pluripotency and epiblast genes in bulk 48 h cells. Transcript levels are normalized to levels in control culture conditions.FColony formation after culture with increasing dm‐αKG concentration during the ESC‐to‐EpiLC transition, normalized to control culture conditions. Representative images of AP‐stained colonies are displayed. Scale bar, 250 μm.GSuper‐resolution images of TOM‐20 immune‐stained outer mitochondrial membranes (in magenta) following 48 h culture in 2i/Lif/KSR and EpiLC‐inducing conditions with 4 mM dm‐αKG and DMSO, respectively. Cell membranes (in green) are stained with Alexa‐488‐coupled wheat germ agglutinin (WGA‐488). Scale bars, 10 and 3 μm (in zoomed‐in images), respectively.HFlow cytometry‐based quantification of *Rex1*‐GFPd2‐positive (*Rex1*‐GFP+) cells following 4 mM dm‐αKG supplementation during the ESC‐to‐EpiLC transition, and subsequent release into standard 2i/Lif/KSR and EpiLC culture conditions, respectively. Average fractions of *Rex1*‐GFP+ cells are calculated from duplicate experiments each. Error bars indicate ± SE. *P = 0.0517 (unpaired 1‐tailed Student's *t*‐test).IFlow cytometer analysis of *Rex1*‐GFPd2‐positive (GFP+) cells following 48 h dm‐αKG pre‐treatment of ESCs in 2i/Lif/KSR culture conditions and subsequent release into EpiLC‐inducing culture conditions.

To investigate a potential functional link between oxidative mitochondrial metabolism, TCA cycle activity, and αKG levels, we examined the effect of sustained αKG supplementation on the ESC‐to‐EpiLC transition. Addition of dimethyl‐αKG (dm‐αKG) during the 48 h EpiLC induction resulted in the retention of *Rex1*‐GFPd2‐positive cells in a dose‐dependent manner (Figs 3B, and EV3B and C). Indeed, cells cultured in 4 mM dm‐αKG (Carey *et al*, 2015) retained a homogeneous *Rex1*‐high state, with a GFP intensity distribution resembling naïve ESCs (Fig 3B). As in naïve ESCs, IDH2 levels were high following dm‐αKG supplementation during the EpiLC stimulation, which is consistent with an active TCA cycle (Fig EV3A and D). Accordingly, dm‐αKG treatment during the EpiLC differentiation promoted expression of the naïve pluripotency regulators *Esrrb*,* Klf4* and *Tfcp2l1*, while *Dnmt3b*,* Fgf5* and *Lin28b*, marker genes of epiblast, remained low (Figs 3C and EV3E). Moreover, the colony‐forming ability was strongly enhanced following EpiLC stimulation in the presence of dm‐αKG (Figs 3D and EV3F). The functional similarity of cells subsequently to dm‐αKG supplementation during the 48 h EpiLC induction to naïve ESCs was also reflected in the mitochondrial morphology. Super‐resolution imaging of immune‐stained outer mitochondrial membrane protein TOM‐20 (Huang *et al*, 2016) showed that, in the presence of dm‐αKG, mitochondria maintained a naïve ESC‐like oval morphology and did not form elongated shapes, as observed in control EpiLCs (Figs 3E and EV3G).

The effect of dm‐αKG was reversible and did not compromise ESC pluripotency and differentiation potential (Fig EV3H). Dm‐αKG pre‐treatment of naïve ESCs in 2i/Lif culture conditions, however, led to the dose‐dependent retention of cells in a *Rex1*‐GFPd2‐positive state during transition to EpiLCs (Fig EV3I), proposing that the intracellular αKG levels might need to diminish for an exit from naïve pluripotent state.

Together, our molecular, functional and morphological characterizations suggest that αKG sustains an ESC‐like state during EpiLC induction.

### The naïve pluripotency‐promoting effect is specific to the TCA cycle metabolite αKG

We then asked whether TCA cycle metabolites other than αKG might support a naïve pluripotent state. Supplementation of citrate, a key metabolite upstream of αKG in the mitochondrial TCA cycle (Fig 3A), during the EpiLC induction resulted in a moderate increase in the fraction of *Rex1*‐GFPd2‐positive cells (Fig EV4A and B) and colony‐forming ability (Fig EV4C). Addition of the downstream metabolite succinate, however, led to the loss of *Rex1*‐GFPd2 expression and colony formation, comparable to control EpiLCs (Fig EV4A–C). Together, these results suggest a highly specific function for αKG in the maintenance of an ESC‐like state. We thus propose that αKG relays the effect of enhanced oxidative metabolism and TCA cycle activity on naïve pluripotency.

**Figure EV4:**
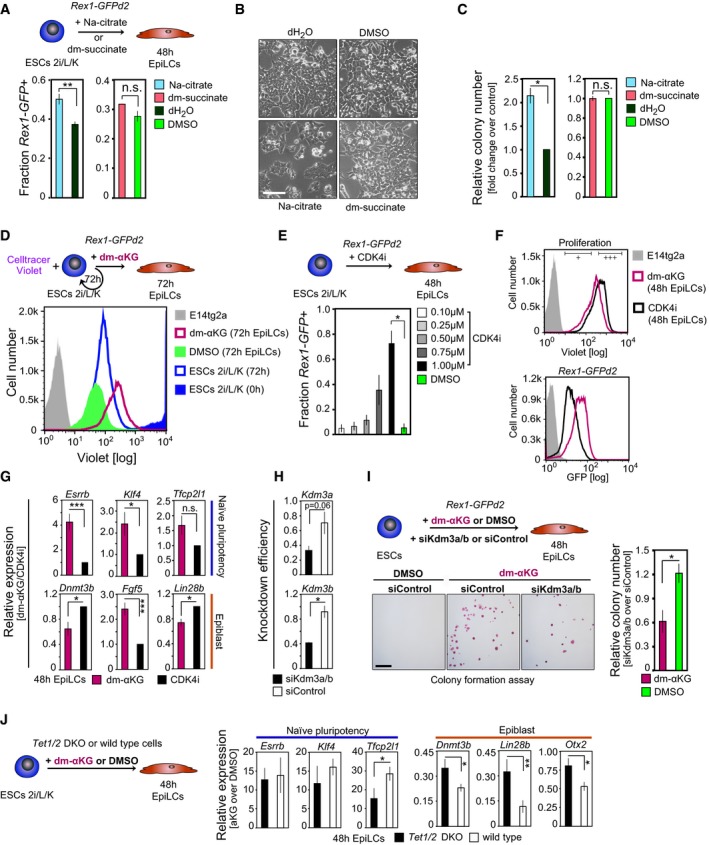
The effect of αKG on naïve pluripotency is specific and mediated via cell cycle and epigenetic effects (related to Fig 3) AFlow cytometer analysis of *Rex1*‐GFPd2 cells following 48 h EpiLC stimulation in the presence of 4 mM sodium citrate dehydrate (Na‐citrate; graphs represent averages from quadruplicate assays) and 4 mM dimethyl succinate (dm‐succinate; graphs show averages from duplicate assays). Error bars signify ± SE. **P = 0.0058 (unpaired 1‐tailed Student's *t*‐test).BRepresentative bright‐field images after 48 h EpiLC induction with 4 mM Na‐citrate and dm‐succinate, respectively. Scale bar, 10 μm.CColony‐forming ability following addition of 4 mM Na‐citrate and dm‐succinate, respectively, during the EpiLC induction. Graphs represent colony formation normalized to control culture conditions, averaged over duplicate experiments each. Error bars denote ± SE. *P = 0.0459 (unpaired 1‐tailed Student's *t*‐test).D, EInvestigating the impact of proliferation rate on cell state. (D) Cell proliferation analysis through CellTrace Violet labelling of *Rex1*‐GFPd2 ESCs in 2i/Lif/KSR culture conditions (*t* = 0 h) followed by flow cytometry‐based evaluation of dye dilution in the presence of 4 mM dm‐αKG and DMSO, respectively, at *t* = 72 h. (E) Flow cytometer‐based quantification of *Rex1*‐GFPd2 cells following EpiLC stimulation in the presence of increasing concentrations of CDK4 inhibitor (CDK4i). Graphs represent the average fractions of *Rex1*‐GFPd2‐positive (*Rex1*‐GFP+) cells from duplicate experiments. Error bars indicate ± SE. *P = 0.0375 (unpaired 1‐tailed Student's *t*‐test).FFACS profiles of CellTrace Violet‐labelled *Rex1*‐GFPd2 cells at *t* = 48 h, following supplementation of 4 mM dm‐αKG and 1 μM CDK4i, respectively, during the ESC‐to‐EpiLC transition. Cells are gated based on CellTrace Violet intensities (+++, CellTrace Violet‐high; +, CellTrace Violet‐low) and collected for transcript profiling (see G).GqRT–PCR analysis of FACS‐sorted CellTrace Violet‐labelled *Rex1*‐GFPd2 cells of matching CellTrace Violet intensities. Transcript levels are normalized to levels in CDK4i‐treated cells, averaged over both CellTrace Violet‐high (+++) and CellTrace Violet‐low (+) fractions, and represent duplicate experiments. Error bars denote ± SE. *P ≤ 0.05; ***P ≤ 0.005 (unpaired 1‐tailed Student's *t*‐test, see Appendix Table S3 for all *P*‐values).HExpression analysis by qRT–PCR confirms the small‐interfering RNA (siRNA)‐mediated knockdown of *Kdm3a* and *Kdm3b* in ESCs in 2i/Lif conditions. Knockdown efficiencies represent expression levels at *t* = 48 h after siRNA transfection normalized to levels prior to siRNA transfection (*t* = 0 h) and are averaged over duplicate experiments. Error bars signify ± SE. *P = 0.0327 (unpaired 1‐tailed Student's *t*‐test).IColony‐forming abilities of cells subsequent to the combinatorial knockdown of *Kdm3a* and *Kdm3b* and EpiLC differentiation in the presence of 4 mM dm‐αKG and DMSO, respectively. Representative images of AP‐positive colonies are displayed. Scale bar, 250 μm. Graphs show relative colony formation following *Kdm3a/b* knockdown*,* normalized to non‐targeting control siRNA‐treated cells derived under identical culture conditions, averaged over duplicate assays. Error bars denote ± SE. *P = 0.0438 (unpaired 1‐tailed Student's *t*‐test).JExpression analysis by qRT–PCR of naïve pluripotency and epiblast marker genes in *Tet1/2* wild‐type and double‐knockout (DKO) cells following 4 mM dm‐αKG and DMSO, respectively, supplementation during the 48 h EpiLC induction. Transcript levels are normalized to levels in the respective control‐treated cells. Averages of five independent biological assays are shown. Error bars indicate ± SE. *P ≤ 0.05; **P ≤ 0.01 (unpaired 1‐tailed Student's *t*‐test, see Appendix Table S3 for all *P*‐values).

### αKG promotes naïve pluripotency over multiple passages in the absence of 2i inhibitors

Next, we explored whether αKG can replace 2i inhibitors in sustaining naïve pluripotency. Addition of dm‐αKG to N2B27 media supplemented with Lif and KSR, which on its own rapidly induces differentiation, supported round, dome‐shaped colony morphology, similar to naïve ESCs, over at least 10 days and four passages, respectively (Fig 3F). A minor fraction of cells differentiated in the presence of dm‐αKG, as judged by their elongated, flat shape, reminiscent of feeder cells forming a support layer. Flow cytometry analysis of *Rex1*‐GFPd2 reporter cells confirmed observations from visual inspection; following 10 days of culture with dm‐αKG, a large proportion of cells were *Rex1*‐GFPd2‐positive (Fig 3G). Transcript levels of the ESC marker genes *Esrrb* and *Tet2* remained elevated in the presence of dm‐αKG, further supporting maintenance of naïve pluripotency (Fig 3H). Together, these data suggest that αKG can, at least partially, replace 2i inhibitors in the culture media to sustain an ESC‐like state over multiple passages.

### αKG supports naïve pluripotency via cell cycle‐dependent and independent mechanisms

We then asked whether the effect of αKG was due to a decrease in cellular proliferation (Fig EV4D). We thus assessed whether the naïve pluripotency‐promoting effect specific to dm‐αKG was conferred through its direct impact on proliferation, or whether it was mediated primarily via cell cycle‐independent mechanisms. Slowing down proliferation rates by treatment with a cyclin‐dependent kinase 4 (CDK4) cell cycle inhibitor (CDK4i; Zhu *et al*, 2003; Roccio *et al*, 2013) during the ESC‐to‐EpiLC transition led to the dose‐dependent retention of cells in a *Rex1*‐GFPd2‐positive state (Fig EV4E), demonstrating that slowing down of the cell cycle delayed exit from naïve pluripotency. However, at equivalent proliferation rates, the fraction of *Rex1*‐GFPd2‐positive cells following dm‐αKG supplementation exceeded the fraction of *Rex1*‐GFPd2‐positive cells following CDK4 inhibition (Fig EV4F). Furthermore, at matching proliferation rates, expression levels of marker genes for naïve pluripotency were significantly higher in dm‐αKG‐treated cells, as compared to CDK4‐inhibited cells (Fig EV4G). Thus, by revealing an enhanced effect of dm‐αKG treatment on naïve pluripotency over merely reduced proliferation rates, our data point to additional, cell cycle‐independent effects underlying the impact of αKG on pluripotent state.

### αKG supports ESC pluripotency via maintenance of a naïve epigenetic state

αKG is a known co‐factor for a multitude of αKG‐dependent dioxygenases, many of which play central roles in the regulation of chromatin structure, such as the histone H3 lysine 9 dimethyl (H3K9me2) demethylases KDM3A and KDM3B, and the ten‐eleven translocation (TET) enzymes TET1 and TET2 (Klose *et al*, 2006; Kaelin, 2011; Losman & Kaelin, 2013). Consistently, combinatorial knockdown of the H3K9me2 demethylases *Kdm3a* and *Kdm3b* resulted in the reduced colony formation following EpiLC induction in the presence of dm‐αKG (Fig EV4H and I). Accordingly, differences in expression levels of selected ESC and epiblast marker genes were minimized between dm‐αKG‐ and control‐treated EpiLCs in *Tet1*/*Tet2* double‐knockout (DKO; Dawlaty *et al*, 2013) cells (Fig EV4J). This suggests that αKG supports naïve pluripotency, at least in part, through increasing the efficiency of KDM3A and KDM3B, and TET1 and TET2, respectively.

### αKG promotes germ cell fate

Expression of naïve pluripotency genes in primordial germ cells (PGCs), the precursors of sperm and eggs, indicates that they have a role in a different context (Saitou *et al*, 2003). Remarkably, as in naïve ESCs, the genes encoding for COX7A1, a central regulator of mitochondrial oxidative metabolism, and the αKG‐producing enzyme IDH2 are upregulated in PGC‐like cells (PGCLCs) generated from EpiLCs via embryoid body formation in the presence of cytokines (Hayashi *et al*, 2011; Fig EV5A). This suggests that oxidative metabolism and αKG synthesis are enhanced during PGC development. We also note increased expression of *Pdk1/3* in PGCLCs, which merits further investigation in the future. Thus, to examine the impact of αKG on PGC fate, we induced PGCLCs from *Prdm1*‐GFP (Ohinata *et al*, 2005) EpiLCs. PGCLC stimulation under addition of dm‐αKG led to a roughly 50% increase in the proportion of *Prdm1*‐GFP‐positive cells by day 4 (Figs 4A and EV5B), albeit with a slightly reduced PGCLC embryoid size, likely due to αKG's impact on cellular proliferation. The key PGC regulators *Prdm1*,* Prdm14*,* Tfap2c* and *Brachyury* (*T*) were highly expressed, while the ESC‐specific gene *Klf4* was repressed in *Prdm1*‐GFP‐positive PGCLCs induced in the presence of dm‐αKG (Fig EV5C). Transcript levels of the endoderm‐specific gene *Gata6* were low, suggesting that dm‐αKG was specifically enhancing PGC fate. Moreover, robust expression of the αKG‐dependent methylcytosine dioxygenase 1, *Tet1*, and the H3K9me2 demethylases *Kdm3a* and *Kdm3b* is noteworthy, as these changes allow for the loss of DNA methylation in PGCs. Collectively, our data suggest that dm‐αKG supports specification of *Prdm1*‐GFP‐positive PGCLCs.

**Figure EV5:**
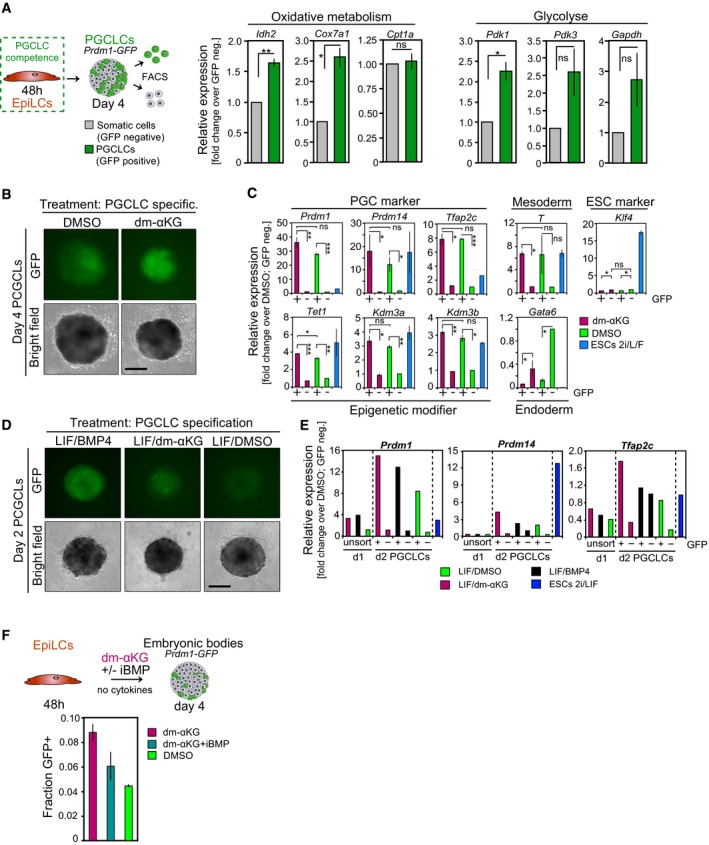
αKG promotes PGC fate (related to Fig 4) AqRT–PCR analysis of key regulators implicated in oxidative (*Cox7a1*,* Cpt1a*), glycolytic (*Pdk1, Pdk3*,* Gapdh*) and αKG (*Idh2*) metabolism, respectively, in FACS‐purified *Prdm1*‐GFP‐positive (GFP+) and *Prdm1*‐GFP‐negative (GFP−) cells of day‐4 PGCLC embryoids. Transcript levels are normalized to levels in GFP− fractions of control‐treated embryoids. Graphs represent triplicate experiments. Error bars indicate ± SE. *P ≤ 0.05; **P ≤ 0.01 (unpaired 1‐tailed Student's *t*‐test, see Appendix Table S3 for all *P*‐values).B, CPGCLC induction in the presence of PGC cytokines and 4 mM dm‐αKG. (B) Characteristic bright‐field and corresponding fluorescence images of day‐4 *Prdm1*‐GFP PGCLC aggregates are shown. Scale bar, 20 μm. Fluorescent image intensity scales (in units of counts) are adjusted equally. (C) Expression analysis by qRT–PCR in FACS‐purified *Prdm1*‐GFP‐positive (GFP+) and *Prdm1*‐GFP‐negative (GFP−) cells at day 4 of PGCLC induction. Transcript levels are normalized to levels in GFP− fractions of control‐treated embryoids. Graphs represent duplicate experiments. Error bars indicate ± SE. *P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.005 (unpaired 1‐tailed Student's *t*‐test, see Appendix Table S3 for all *P*‐values).D, EPGCLC differentiation upon addition of 4 mM dm‐αKG, without cytokines. (D) Characteristic bright‐field and fluorescence images of *Prdm1*‐GFP embryoids after 2 days of aggregation with LIF (10 ng ml^−1^) and BMP4 (500 ng ml^−1^) or dm‐αKG (4 mM) are presented. Scale bar, 20 μm. Fluorescent image intensity scales (in units of counts) are adjusted equally. (E) Expression analysis by qRT–PCR of the key PGC regulators *Prdm1*,* Prdm14* and *Tfap2c* in FACS‐purified *Prdm1*‐GFP‐positive (GFP+) and *Prdm1*‐GFP‐negative (GFP−) embryoids following 2 days of aggregation in the presence of LIF (10 ng ml^−1^) and BMP4 (500 ng ml^−1^) or dm‐αKG (4 mM). Transcript levels are normalized to levels in GFP− cells from BMP4‐stimulated embryoids.FFlow cytometer‐based quantification of *Prdm1*‐GFP‐positive (GFP+) cells following 4 days of aggregation in the presence of 4 mM dm‐αKG and 500 nM inhibitor of BMP signalling (iBMP), without external BMP4/8 supplementation. Average fractions of GFP+ cells are quantified from duplicate assays. Error bars denote ± SE.

**Figure 4:**
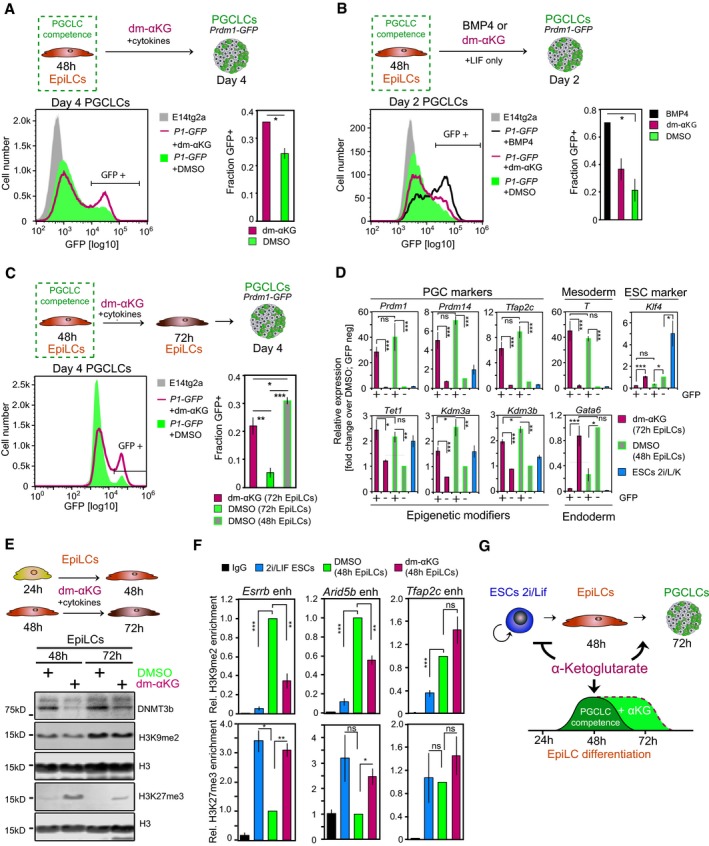
αKG promotes PGC fate FACS analysis of *Prdm1*‐GFP‐positive (GFP+) cells in day‐4 embryoids specified in the presence of 4 mM dm‐αKG and PGC cytokines. Representative flow cytometer profiles are depicted. Graphs show the average fractions of GFP+ cells from duplicate experiments. Error bars denote ± SE. *P = 0.0526 (unpaired 1‐tailed Student's *t*‐test). *P1*‐GFP, *Prdm1*‐GFP.FACS analysis of *Prdm1*‐GFP‐positive (GFP+) cells in day‐2 embryoids aggregated under addition of LIF (10 ng ml^−1^) and BMP4 (500 ng ml^−1^), dm‐αKG (4 mM) or DMSO. Representative flow cytometer profiles are displayed. Average fractions of GFP+ cells are calculated from duplicate assays. Error bars denote ± SE. *P = 0.0526. *P1*‐GFP, *Prdm1*‐GFP.FACS analysis of *Prdm1*‐GFP‐positive (GFP+) cells in day‐4 PGCLC aggregates specified from 4 mM dm‐αKG‐treated (*t* = 48 to *t* = 72 h) EpiLCs. Representative flow cytometer profiles are depicted. The average fractions of GFP+ cells, quantified from triplicate experiments, are shown. Error bars signify ± SE. *P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.005 (unpaired 1‐tailed Student's *t*‐test, see Appendix Table S3 for precise *P*‐values). *P1*‐GFP, *Prdm1*‐GFP.Transcript analysis by qRT–PCR of PGC specifiers, demethylating enzymes, mesoderm, endoderm and ESC regulators in FACS‐sorted day‐4 *Prdm1*‐GFP embryoids induced from 4 mM dm‐αKG‐treated 72 h EpiLCs. Expression levels are normalized to *Prdm1*‐GFP‐negative cells from control embryoids. Graphs represent averages from triplicate experiments. Error bars indicate ± SE. *P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.005 (unpaired 1‐tailed Student's *t*‐test, see Appendix Table S3 for precise *P*‐values). +, *Prdm1*‐GFP‐positive cells; −, *Prdm1*‐GFP‐negative cells.Western blot analysis for H3K9me2, H3K27me3 and DNMT3b in 4 mM dm‐αKG‐treated EpiLCs. H3 is used as a loading control.ChIP‐qPCR analysis of H3K9me2 and H3K27me3 in putative enhancer regions of genes associated with the naïve pluripotent state (*Esrrb*,* Arid5b*) and PGC fate (*Tfap2c*), respectively, in naïve ESCs and at *t* = 48 h following EpiLC induction in the presence of 4 mM dm‐αKG and DMSO, respectively. Graphs show enrichment of H3K9me2, H3K27me3 and IgG control, respectively, relative to DMSO‐treated EpiLCs. Averages represent triplicate independent experiments. Error bars signify ± SE. *P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.005 (unpaired 1‐tailed Student's *t*‐test, see Appendix Table S3 for precise *P*‐values).Model illustrating the extension of the transient developmental competence for the PGC fate through αKG.Data information: See also Figs EV5 and EV6.

Stimulation with BMP4 alone is sufficient to drive PGC development within 2 days (Aramaki *et al*, 2013). We next explored the impact of dm‐αKG without BMP4/8 in inducing PGC fate. Indeed, dm‐αKG increased the proportion of *Prdm1*‐GFP‐positive cells within 2–4 days by almost twofold over controls (Figs 4B, and EV5D and F), with pronounced expression of *Prdm1*,* Prdm14* and *Tfap2c* (Fig EV5E). These data indicate that dm‐αKG alone is sufficient to stimulate PGC development from EpiLCs, albeit with reduced efficiency. This increase was partially reversed by treatment with LDN‐193189, a small molecule inhibitor of BMP type I receptors (Loh *et al*, 2014; Fig EV5F), suggesting that αKG acts in concert with endogenous BMP signalling to promote PGCLC differentiation.

### αKG safeguards the transient state of developmental competence for the PGC fate

Next, we investigated the impact of αKG on the PGC specification competency. Addition of dm‐αKG from 24 to 48 h after the initiation of EpiLC differentiation significantly reduced the number of *Prdm1*‐GFP‐positive cells in day‐4 PGCLC aggregates (Fig EV6A and B), conceivably through retaining cells in an ESC‐like state. Dm‐αKG supplementation at 48 h, however, during the course of PGCLC induction, resulted in a robust proportion of *Prdm1*‐GFP‐expressing cells in day‐4 PGCLC embryoids (Figs 4A and EV5B). Remarkably, the addition of dm‐αKG at 48 h during the EpiLC differentiation also markedly prolonged the transient state of competence from its peak at 48 h, up to 72 h (Figs 4C and EV6C). Thus, the induction efficiency of *Prdm1*‐GFP‐positive PGCLCs from dm‐αKG‐treated 72 h EpiLCs was comparable to those specified from control‐treated 48 h EpiLCs. These cells showed appropriate expression of the key germ cell regulators *Prdm1*,* Prdm14*,* Tfap2c* and *Brachyury* (*T*) (Fig 4D). Accordingly, *Tet1*,* Kdm3a* and *Kdm3b* were robustly expressed, while the ESC‐specific regulator *Klf4* and the endoderm‐specific marker gene *Gata6* were repressed (Fig 4D). Of note, in the control EpiLCs, the competent state for the specification of *Prdm1*‐GFP‐positive PGCLCs largely declines after 48 h (Figs 4C and EV6C).

**Figure EV6:**
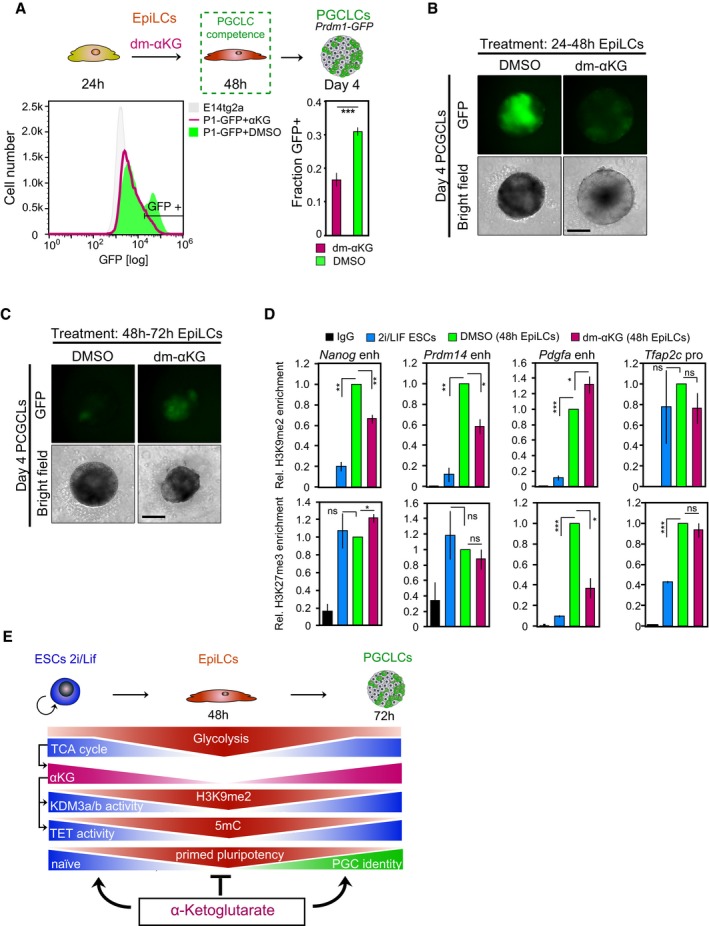
αKG prolongs the developmental competence for the PGC fate (related to Fig 4) A, BDay‐4 *Prdm1*‐GFP aggregates induced from 48 h EpiLCs following dm‐αKG supplementation from *t* = 24 to *t* = 48 h during the EpiLC differentiation. (A) Characteristic flow cytometer profiles are presented. Average proportions of *Prdm1*‐GFP‐positive (GFP+) cells are quantified from triplicate experiments. Error bars indicate ± SE. ***P = 0.0035 (unpaired 1‐tailed Student's *t*‐test). (B) Representative bright‐field and fluorescent images of day‐4 *Prdm1*‐GFP aggregates are shown. Scale bar, 20 μm. Fluorescent image intensity scales (in units of counts) are adjusted equally.CCharacteristic bright‐field and fluorescent images of day‐4 *Prdm1*‐GFP aggregates specified from 72 h EpiLCs following dm‐αKG supplementation from *t* = 48 to *t* = 72 h during the EpiLC differentiation are presented. Scale bar, 20 μm. Fluorescent image intensity scales (in units of counts) are adjusted equally.DChIP‐qPCR analysis of H3K9me2 and H3K27me3 in selected cis‐regulatory regions in naïve ESCs and at *t* = 48 h following EpiLC induction in the presence of 4 mM dm‐αKG and DMSO, respectively. Graphs show enrichment of H3K9me2, H3K27me3 and IgG control, respectively, relative to DMSO‐treated EpiLCs. Averages represent triplicate independent experiments. Error bars indicate ± SE. *P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.005 (unpaired 1‐tailed Student's *t*‐test, see Appendix Table S3 for all *P*‐values).EModel illustrating the effect of αKG on the epigenetic state and, in turn, cell fate competency.

Acquisition of competence for the PGC fate is associated with dynamic changes in activities of epigenetic regulators (Surani *et al*, 2007; Hayashi *et al*, 2011; Hackett & Surani, 2013; Kurimoto *et al*, 2015), which include those that are modulated by αKG (Klose *et al*, 2006; Kaelin, 2011; Losman & Kaelin, 2013). Global H3K9me2 levels rose and H3K27me3 levels declined during the EpiLC differentiation (Fig EV3A), which recapitulates the known histone methylation dynamics during early mouse development (Kurimoto *et al*, 2015; Zylicz *et al*, 2015). Notably, dm‐αKG treatment preceding the acquisition of developmental competence for the PGC fate prevented cells from attaining the high H3K9me2 and, conversely, low H3K27me3 levels detected in the control 48 h EpiLCs (Fig 4E), in line with the characteristic epigenetic state of a relatively naïve cell state (Fig EV3A). Similarly, dm‐αKG supplementation beyond the time of acquisition of developmental competence broadly sustained H3K9me2 and H3K27me3 levels of PGC‐competent 48 h control EpiLCs (Fig 4E). Likewise, in dm‐αKG‐treated EpiLCs, the levels of the *de novo* DNA methyltransferase, DNMT3b, were maintained unlike in controls, which showed an increase between 48 and 72 h (Fig 4E). These results suggest that αKG stabilizes the transient developmental potential for the PGC fate through preserving the particular epigenetic state of competent EpiLCs.

Notably, locus‐specific analysis of H3K9me2 and H3K27me3 by ChIP‐qPCR revealed that dm‐αKG counteracts the accumulation of H3K9me2, particularly on some enhancer elements associated with the genes for the naïve pluripotent state (Zylicz *et al*, 2015), such as *Esrrb*,* Nanog*,* Prdm14* and *Arid5b* (Figs 4F and EV6D). Consistently, levels for the H3K27me3 mark were higher on these loci, except for *Prdm14,* where we detected no change. However, on loci, such as in the enhancer region of the PGC regulator *Tfap2c*, both repressive marks are increased. This is in line with a general repression of germline genes during epiblast development (Kurimoto *et al*, 2015). We reason that this locus‐specific effect might reflect the selective recruitment of αKG‐dependent H3K9me2 demethylases, which is consistent with the subtle changes in global H3K9me2 levels.

In summary, αKG enhances PGCLC differentiation potential via synergistic action with BMP signalling and prolongs the time of developmental competence for PGC specification, at least partially, through maintaining H3K9me2, H3K27me3 and DNMT3b largely at levels of PGC‐competent 48 h EpiLCs. We also uncover a locus‐specific effect of dm‐αKG; we find that low levels of H3K9me2 mark a subset of cis‐regulatory regions, in particular enhancers of pluripotency‐associated genes. In contrast, other regulatory regions, such as enhancers of germ cell‐associated genes, show an increase in their H3K9me2 levels, irrespective of dm‐αKG treatment. Through safeguarding a permissive epigenetic state for the PGC fate, αKG might recruit a larger proportion of cells into the competent state, which, in turn, increases the number of *Prdm1*‐GFP‐positive PGCLCs. Together, our findings extend the interrelation between an oxidative metabolic state, the central TCA cycle metabolite αKG, methylation status and naïve pluripotency, to germ cell development (Figs 4G and EV6E).

## Discussion

Single‐cell RNA‐seq during the *in vitro* transition of naïve mouse embryonic stem cells (ESCs) into primordial germ cell (PGC)‐competent epiblast‐like cells (EpiLCs) and quantitative data analysis support a metabolic switch from an oxidative to an exceedingly glycolytic state (Zhou *et al*, 2012; Zhang *et al*, 2016). 

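Lin28b was read in 22 of 26 (84.6%, 95% exact binomial interval 65.1 to 95.6) ESCs, 14 of 16 (87.5%, 95% exact binomial interval 61.7 to 98.4) 24 h EpiLCs and 11 of 14 (78.6%, 95% exact binomial interval 49.2 to 95.3) kept 48 h EpiLCs, intervals that overlap. With at least 10 reads required, the numbers were 13, 12 and 10. Pooled Lin28b reads went from 10.3 (9.76 to 10.8) CPM in ESCs to 41.6 (40.4 to 43.0) at 24 h and 40.0 (38.6 to 41.5) at 48 h, and over all 25 48 h EpiLCs they were 25.1 (24.3 to 26.0).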

Correspondingly, we reveal dynamic upregulation of *Lin28b*, which plays a crucial role in the suppression of genes involved in oxidative metabolism and the regulation of mammalian glucose metabolism (Zhu *et al*, 2011; Zhang *et al*, 2016). Pseudotime trajectories also recapitulate other known metabolic regulatory dynamics, such as high expression of threonine dehydrogenase (*Tdh*) in naïve ESCs, with a sharp decline during EpiLC differentiation (Fig EV1D, Appendix Table S1), consistent with the requirement of threonine metabolism for maintaining ESC pluripotency (Shyh‐Chang *et al*, 2013). 

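Tdh (NM_021480, chromosome 14 from 64111184 to 64127929 of NCBIM37, reverse strand) encodes threonine dehydrogenase of mitochondria. Its mean log10 value was 3.18 ± 0.706 in ESCs, 1.05 ± 0.727 in 24 h EpiLCs and 1.2 ± 0.961 in kept 48 h EpiLCs (SD over cells). The change of -1.99 from 0 h to 48 h was above the pooled SD over cells of 0.803, and the change from 0 h to 24 h was -2.14. Pooled reads were 559.5 (556 to 563) CPM in ESCs, 7.68 (7.13 to 8.26) at 24 h and 22.4 (21.3 to 23.5) at 48 h (95% exact Poisson intervals). The left-out 48 h EpiLCs ranged from 0.548 to 4.01, and the change over all 67 cells was -1.36. Exons of Tdh share 66 bases with Gm17232 on the opposite strand.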

A shift to a predominantly glycolytic metabolism in the post‐implantation epiblast (Zhou *et al*, 2012; Zhang *et al*, 2016) seems important for the competent state and PGC fate.

We propose a critical function for an active mitochondrial oxidative metabolism in the replenishing of intracellular αKG levels, which, in turn, promotes demethylating enzymes central to naïve pluripotency and PGC fate. Transcript and protein dynamics of the TCA cycle enzyme IDH2 suggest that αKG levels accumulate in the naïve pluripotent state and decline during EpiLC differentiation (Fig 3I). Consistently, recent studies measured intracellular αKG concentrations to be lower in primed (serum/Lif‐cultured) or differentiated cells as compared to naïve ESCs (Carey *et al*, 2015; Hwang *et al*, 2016). However, in contrast to these reports, which link regulation of intracellular αKG production to glycolysis‐coupling pathways (Hwang *et al*, 2016) and glutamine metabolism (Carey *et al*, 2015), respectively, our results show negligible changes in expression levels of enzymes implicated in the conversion of αKG from glutamine and glutamate (*Gls*,* Gls2*,* Glul*,* Glud1*) or the glycolysis‐branched transaminases *Psat1* and *Psph*, during the ESC‐to‐EpiLC transition (Fig EV1D, Appendix Table S1). Instead, we propose that enhanced mitochondrial oxidative metabolism and TCA cycle stimulate αKG production from citrate through mitochondrial IDH2 in naïve ESCs. Accordingly, our analysis reveals binding of the key pluripotency factors OCT4, SOX2 and NANOG (OSN) in the promoter region of *Idh2* (Appendix Fig S1). 

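Gls2 (NM_001033264, chromosome 10 from 127631513 to 127647060 of NCBIM37) changed by -0.0655 in mean log10 value from ESCs to kept 48 h EpiLCs, and by -0.397 with medians over cells, a fall past the size called. Its sign was not stable, at 0.117 with pooled CPM and from -0.177 to 0.0568 with each cell left out in turn. Glul (NM_008131, chromosome 1 from 155747074 to 155756853), the glutamine synthetase gene, changed by -0.124. Exons of Gls2 share 97 bases with Spryd4, and those of Glul 67 bases with 5830403L16Rik, on the opposite strand. Glud1 (NM_008133, chromosome 14 from 35123913 to 35158330), which encodes glutamate dehydrogenase, went from 2.84 ± 0.332 to 3.07 ± 0.297 (SD over cells), a rise of 0.229 within its pooled SD over cells of 0.32. Its pooled reads were 173 (171 to 176) CPM in ESCs and 288 (284 to 292) in kept 48 h EpiLCs. Psat1 (chromosome 19 from 15979168 to 16021827) has 2 transcripts in the deposited tables. Nearly all reads lay on NM_001205339 (158163 against 1749 on NM_177420), which rose by 0.27, from 3.19 ± 0.281 to 3.46 ± 0.23, slightly more than its pooled SD of 0.265. NM_177420 rose by 0.23, from 1.25 to 1.48. Without the 48 h cell of well C11 the Psat1 rise was 0.307. Psph (NM_133900, chromosome 5 from 130271434 to 130293129) was 2.14 ± 0.552 in ESCs, 1.77 ± 0.853 at 24 h and 2.45 ± 0.484 at 48 h, a rise of 0.316 that reached the size called higher but not its pooled SD of 0.529. It fell under that size with any 1 of 7 cells left out, the ESCs of wells B2, E8 and G7 and the 48 h EpiLCs of wells A7, B12, B9 and H10, with rises of 0.231, 0.282, 0.295, 0.288, 0.258, 0.284 and 0.287 in that order. Over all 67 cells the changes were -0.0956 for Gls2, -0.00943 for Glul, 0.213 for Glud1, 0.15 for Psat1 and 0.19 for Psph, all under the size called. The left-out 48 h EpiLCs ranged from 0.607 to 2.45 for Gls2, 0.811 to 2.91 for Glul, 2.36 to 3.34 for Glud1, 2.01 to 3.8 for Psat1 and 0.281 to 2.67 for Psph.

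**Figure D2:**
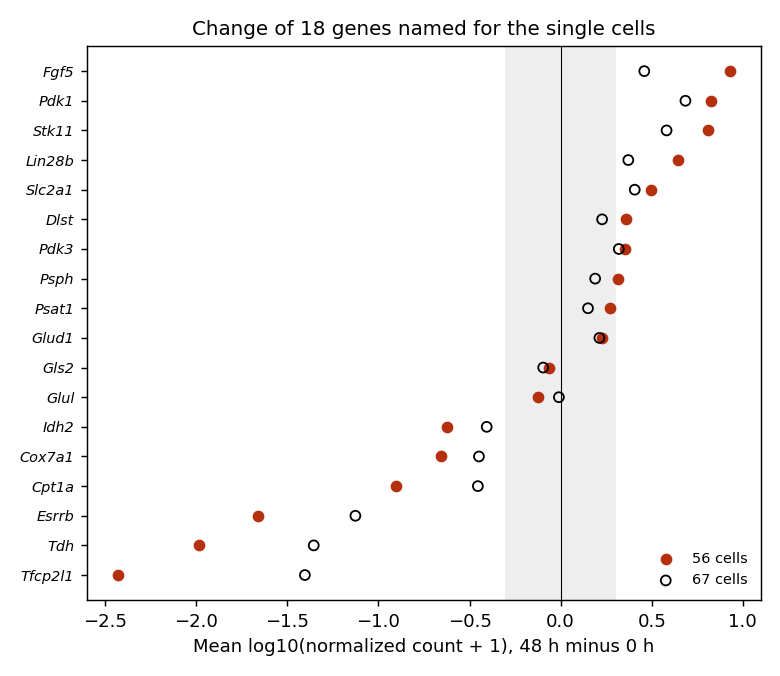
Change in mean log10(normalized count + 1) from 0 h to 48 h (x axis, log10 units) of 18 genes the paper names for its single cells, over the 56 cells of the paper (filled) and all 67 cells (open). The grey band spans -0.3 to 0.3, and Gls2, Glul, Glud1 and Psat1 lie inside it in both sets.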

No OSN binding by our criterion is observed in the promoter regions of *Dlst* and *Idh1*, encoding for cytosolic IDH, further supporting a link between mitochondrial oxidative metabolism, IDH2‐mediated αKG synthesis and naïve pluripotency. Transition to a predominantly glycolytic metabolism during EpiLC differentiation in turn limits IDH2‐mediated conversion of mitochondrial citrate to αKG, leading to a gradual decrease in intracellular αKG levels. Correspondingly, we ascribe a moderate pluripotency‐promoting effect of citrate to IDH2‐activity in ESCs, likely resulting in αKG synthesis at the onset of EpiLC induction, before *Idh2* is downregulated. Reduction or depletion of intracellular αKG during EpiLC differentiation conceivably curbs the activity of demethylating enzymes with key roles in preserving a naïve epigenetic state, such as the H3K9me2 demethylases KDM3A and KDM3B (Ko *et al*, 2006; Loh *et al*, 2007) and the TET family enzymes TET1 and TET2 (Costa *et al*, 2013; Hackett & Surani, 2014). Interaction with additional αKG‐dependent dioxygenases might further contribute to the naïve pluripotency‐promoting effect of αKG.

Collectively, we propose that release from an oxidative metabolic state and diminution of αKG levels are a pre‐requisite for the exit from naïve pluripotency and its unique epigenetic state, and successively the acquisition of developmental competence for the germ cell fate. Importantly, we uncouple cell cycle‐dependent from cell cycle‐independent effects of αKG. To our knowledge, this study is the first to show that limiting cellular proliferation rates during EpiLC induction sustains an ESC‐like state. Critically, we demonstrate that αKG can largely replace 2i inhibitors (Ying *et al*, 2008) in maintaining a naïve pluripotent state, suggesting that culture in 2i‐conditions may stimulate intracellular αKG production and accumulation. Carey *et al* (2015) recently proposed metabolic re‐wiring in 2i culture conditions as a potential mechanism for enabling glutamine‐independent growth of naïve ESCs. However, the molecular basis underlying the re‐routing of metabolic flux to increase intracellular αKG levels upon 2i culture remains to be explored. The precise regulatory mechanisms linking 2i culture conditions to mitochondrial respiration merit further investigation into the potential crosstalk between signalling pathways and metabolic state.

While mitochondrial oxidative metabolism declines during the ESC‐to‐EpiLC transition, super‐resolution imaging reveals that, as in EpiSCs (Zhou *et al*, 2012), mitochondria are more elongated and hence likely more developed in EpiLCs than in ESCs, most probably to meet the metabolic requirements of enhanced oxidative metabolism during later stages of development (Folmes *et al*, 2012). Consistently, we find that PGCLCs express higher levels of *Cox7a1* and *Idh2* transcripts, suggesting a boost in mitochondrial oxidative metabolism. Accordingly, activation of mitochondrial oxidative metabolism by 2‐DG supplementation results in enhanced PGCLC induction (Hayashi *et al*, 2017). The molecular mechanisms underlying the promotion of PGC fate through stimulation of oxidative metabolism, however, remain to be discovered. Here, we show that αKG largely preserves the histone methylation state underlying the developmental competence for the PGC fate, and extend the interrelation between mitochondrial oxidative metabolism, αKG and epigenetic control from the naïve pluripotent state to PGC development.

Notably, the cellular response to αKG changes during the developmental transition from naïve pluripotency to PGC competency; within the first 24 h of EpiLC differentiation, αKG retains cells in a *Rex1*‐high pluripotent state, with low competency for the PGC fate. By contrast, addition of αKG once EpiLCs have acquired PGCLC competency significantly extends the narrow time window of developmental competence for the PGC fate, without affecting the efficiency of the PGCLC induction.

We propose an appropriate balance between H3K9me2 acquisition and H3K27me3 depletion as being a key to the developmental competence for the PGC fate, which is sustained by dm‐αKG. Of note, dm‐αKG supplementation at the time of competence does not restore the very low H3K9me2 levels as found in naïve ESCs. Instead, through activating αKG‐dependent H3K9me2 demethylases, αKG opposes the differentiation‐induced H3K9me2 accumulation on certain loci and consequently prevents the genome‐wide reduction of H3K27me3 levels. Low levels of DNA demethylation induced by αKG might further promote the spreading of H3K27me3 at high CpG regions (Zylicz *et al*, 2015).

In summary, we suggest that αKG prolongs fleeting developmental states, such as naïve pluripotency and the transient potential for PGC fate, respectively, through safeguarding their particular epigenetic states. It is conceivable that αKG also stabilizes transitory cellular states in other contexts and might potentially provide a universal tool for capturing and expanding short‐lived cell states *in vitro* through metabolic modulation.

## Materials and Methods

### Cell lines

C57BL/6 wild‐type mouse embryonic stem cells (ESCs; clone C8 was used in this study; Grabole *et al*, 2013) were derived in 2i conditions as described previously (Nichols *et al*, 2009). For *Prdm1*‐GFP ESCs (clone BG5 was used in this study), morula‐stage embryos were harvested from uteri of female mice (129 strain) crossed with *Prdm1*‐GFP transgene male mice (Ohinata *et al*, 2005). Following 24 h culture in KSOM (Merck) and removal of zona pellucida, blastocyst‐stage embryos were harvested on mouse embryonic fibroblasts and cultured in 2i/Lif conditions in GMEM with 10% foetal calf serum (FCS; Gibco). *Rex1*‐GFPd2 ESCs were a gift from Tuzer Kalkan (Wray *et al*, 2011; Kalkan *et al*, 2017). *Tet1/2* wild‐type and double‐knockout (DKO) ESCs (wild‐type clone 4 and DKO clone 51) were received from Rudolf Jaenisch (Dawlaty *et al*, 2013). Bill Skarnes and Peri Tate provided E14tg2a wild‐type ESCs.

### Cell culture and differentiation

Mouse ESCs were maintained in N2B27, supplemented with 1 μM PD0325901 (Miltenyi Biotec), 3 μM CHIR99021 (Miltenyi Biotec) and 10 ng ml^−1^ LIF (Stem Cell Institute, University of Cambridge (SCI); “2i/Lif” culture conditions; Ying *et al*, 2008) on 0.1% gelatine‐coated Nunc cell culture dishes (Thermo Fisher Scientific). For maintaining *Prdm1*‐GFP ESCs, foetal calf serum (FCS; Gibco) was added to a final concentration of 5% to 2i/Lif culture medium. Cells were passaged every 2–3 days using TrypLE Express or Accutase (for *Rex1*‐GFPd2 ESCs), with media exchange on alternate days. ESCs were grown for at least one passage on dishes coated with 16.67 μg ml^−1^ human plasma fibronectin (FC010; Millipore) in 2i/Lif with 1% knockout serum replacement (KSR, Thermo Fisher Scientific; “2i/Lif/K”) before inducing epiblast‐like cells (EpiLCs). For differentiation experiments, approximately 25,000 cells per cm^2^ were plated in fibronectin‐coated dishes in EpiLC‐inducing culture conditions (N2B27 supplemented with 20 ng ml^−1^ activin A (SCI), 12 ng ml^−1^ bFGF (SCI) and 1% KSR), with daily media change (Hayashi *et al*, 2011; Hayashi & Saitou, 2013). Cells were harvested at *t* = 48 ± 5 h for downstream assays. For EpiLC differentiation experiments exceeding *t* = 48 ± 5 h, the initial plating density was adjusted accordingly. For primordial germ cell‐like cell (PGCLC) specification, 48 h EpiLCs were aggregated as embryoid bodies in Corning Costar ultra‐low attachment 96‐well plates (Sigma) at 2,000 cells in 100 μl droplets per well in GMEM BHK‐21 (Gibco) with 15% KSR, 0.1 mM NEAA (Thermo Fisher Scientific), 1 mM sodium‐pyruvate (Sigma), 2 mM l‐glutamine (Sigma), 0.1 mM 2‐mercaptoethanol (Thermo Fisher Scientific), 100 U ml^−1^ penicillin and 0.1 mg ml^−1^ streptomycin (Sigma), supplemented with 500 ng ml^−1^ BMP4 (R&D Systems), 500 ng ml^−1^ BMP8a (R&D Systems), 100 ng ml^−1^ SCF (R&D Systems), 50 ng ml^−1^ EGF (R&D Systems) and 10 ng ml^−1^ LIF (SCF; Hayashi *et al*, 2011; Hayashi & Saitou, 2013).

### Single‐cell transcriptome profiling

For highly parallel processing of single cells from differentiation time points *t* = 0 (ESCs 2i/Lif/K), *t* = 24 and *t* = 48 h, EpiLCs were induced staggered from C57BL/6 wild‐type ESCs (clone C8). Cells were harvested by trypsinization and stained with 2 μg ml^−1^ Hoechst 33342 (Invitrogen, 917368; ESCs 2i/Lif/K), 2.5 μg ml^−1^ CellMask Deep Red plasma membrane stain (Molecular Probes, Life Technologies, C10046; 24 h EpiLCs), and 4 μM ethidium homodimer‐1 and 2 μM calcein (LIVE/DEAD Viability/Cytotoxicity Kit for mammalian cells, Molecular Probes, Life Technologies, L3224; 48 h EpiLCs), respectively, for 20 min at 37°C in 5% CO_2_ in 1 ml N2B27 with 1% KSR (N2B27/K) each. Labelled cells were washed twice in 500 μl N2B27/K, before combining cells from all three time points in equal numbers for single‐cell capture and simultaneous processing using the C1 Single‐Cell AutoPrep System (C1 Integrated Fluidic Circuits for mRNA‐seq (10–17 μm), Fluidigm, 100‐5760; C1 Single‐Cell AutoPrep Reagent Kit for mRNA‐seq, Fluidigm, 100‐6201). Cell identities of single captured cells were deconvoluted based on fluorescent dye labels, using an inverted Olympus fluorescence microscope, before single‐cell cDNAs were generated on‐chip by SMARTer technology (SMARTer Ultra Low RNA Kit for Illumina Sequencing, Clontech, 634936; Advantage 2 PCR Kit, Clontech, 639206; Ramskold *et al*, 2012). Multiplexed cDNA libraries of single cells were prepared using the Nextera XT DNA Sample Preparation Kit (Illumina, FC‐131‐1096 and FC‐131‐1002) and sequenced on the Illumina HiSeq 2000 platform. Extensive quality control analysis was performed, and only 67 single cells that met the following criteria were included for further analysis:

- Cells that could be uniquely identified via fluorescence microscopy and
- Cells with equal or greater than 6 million uniquely mapping reads.

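The reads counted on transcripts alone reached this number in 9 of 26 ESCs, 6 of 16 24 h EpiLCs and 8 of 25 48 h EpiLCs. With the reads on 3 further rows named Ambion added, every cell passed it. The smallest such total was 6926149, in an ESC. Uniquely mapped reads outside annotated transcripts are not part of either total.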

### Mapping of sequencing reads

Fastq files were filtered for low‐quality reads (< Q20), and low‐quality bases were trimmed from read ends (< Q20) using the FASTX‐Toolkit. Adaptors were removed using CutAdapt (Martin, 2011). The resulting filtered files were mapped to the mouse genome (UCSC mm9) using TopHat 2.0.6 (Trapnell *et al*, 2009; Kim *et al*, 2013) with the UCSC mm9 junction file. BAM files generated from multiple sequencing runs were merged with samtools 0.1.18 (Li *et al*, 2009). Transcript counts and RPKMs were calculated using custom R scripts based on the GenomicRanges Bioconductor library and annotation from the UCSC mm9 junction file. 

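The deposited table of each cell lists transcripts by their RefSeq identifiers and 3 rows named Ambion, which name no gene. Through the RefSeq annotation of GRCm38.p6, used for names only, 23343 identifiers, with 99.3% of the reads on transcripts, were matched to 19131 gene symbols, of which 3133 had more than 1 transcript. The Ambion rows took a median of 48.1% of all reads in ESCs (range 34.7 to 63.0%), 47.5% in 24 h EpiLCs (33.4 to 57.2%) and 53.6% in 48 h EpiLCs (42.7 to 70.6%). They were kept out of library sizes and size factors. Between 9345 and 11594 transcripts had a read in an ESC, against 9935 to 11526 in a 24 h EpiLC and 9536 to 11311 in a 48 h EpiLC.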

Scripts are available upon request.

FASTX‐Toolkit: http://hannonlab.cshl.edu/fastx_toolkit/index.html
CutAdapt: http://journal.embnet.org/index.php/embnetjournal/article/view/200
TopHat: http://www.ncbi.nlm.nih.gov/pubmed/19289445
Samtools: https://www.ncbi.nlm.nih.gov/pubmed/19505943

### Derivation of pseudotime trajectories

Single‐cell transcript counts from time points *t* = 0, *t* = 24 and *t* = 48 h during the ESC‐to‐EpiLC transition were combined, transcripts with no variation removed, and data transformed by log_10_(count + 1). Forty‐eight hours EpiLCs with high *Tfcp2l1* expression (log_10_(count + 1) > 1.5) were excluded. This left us with 56 out of 67 cells. 

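In the deposited counts, 11 of the 25 48 h EpiLCs had a raw Tfcp2l1 count past this threshold, which leaves 56 cells. The left-out cells held 64 (well B3), 128 (well C7), 266 (well D2), 877 (well F12), 1733 (well B6), 2107 (well D10), 2341 (well G4), 2441 (well F5), 3156 (well B11), 4408 (well B4) and 5172 (well A11) Tfcp2l1 reads, and the 14 kept cells 1 to 9. The same number of cells passed the threshold with size-factor normalized counts and with counts scaled to the median library total. Over 12 naïve markers other than Tfcp2l1, the mean log10(normalized count + 1) of a cell ranged from 0.70 to 2.72 in ESCs, from 0.522 to 1.51 in 24 h EpiLCs and from 0.579 to 1.37 in kept 48 h EpiLCs. In the left-out cells it was 0.557 in B3, 0.934 in C7, 0.778 in D2, 0.899 in F12, 2.14 in B6, 2.08 in D10, 2.33 in G4, 1.5 in F5, 2.41 in B11, 2.38 in B4 and 2.25 in A11. Thus 7 of them lay above every kept 48 h EpiLC and 4 did not, with B3 just under the lowest kept cell. The upper limit of 1.37 rested on the kept cell of well B12, and the next highest kept cell, E4, had 0.914. Without B12, C7 would also lie above every kept cell. Over 12 epiblast markers the mean was between 1.29 and 2.06 in kept and between 1.03 and 1.91 in left-out 48 h EpiLCs. The threshold was applied to 48 h EpiLCs only, and 3 ESCs, of wells D5, G7 and G10, had naïve marker means of 1.28, 0.912 and 0.70, within the range of kept 48 h EpiLCs. For D5 this held only because of the kept cell of well B12. Left-out cells had 3720531 to 9110085 reads on transcripts and 9885 to 11311 transcripts detected, against 3615062 to 7023548 and 9536 to 10932 in kept 48 h EpiLCs.

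**Figure D3:**
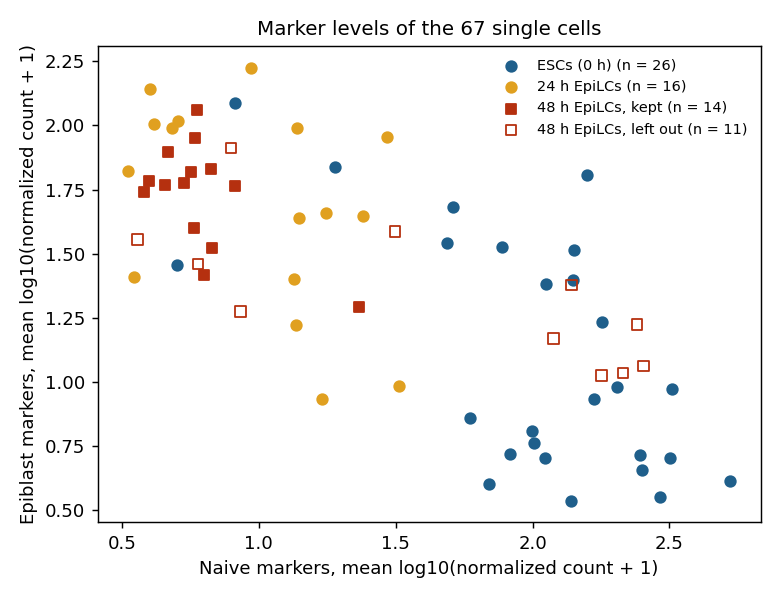
Mean log10(normalized count + 1) over the naïve markers without Tfcp2l1 (x axis) and over the epiblast markers (y axis) for each of the 67 cells, coloured by time point, with the left-out 48 h EpiLCs as open squares. Kept 48 h EpiLCs end at 1.37 on the x axis, and 7 open squares lie to the right of that value.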

The R method DESeq2::estimateSizeFactorsForMatrix was used for normalization. To fit the pseudotime model, genes encoding for 135 transcripts, including central regulators of pluripotency, genes associated with epiblast development, epigenetic regulators, transcripts encoding for enzymes within key metabolic pathways and those with the highest ratio of variance between capture time to variance within capture time were chosen (Appendix Table S2). The DeLorean pseudotime method was applied, using the following hyperparameters: σ_τ_ = 8 h, l = 48 h. The DeLorean model was fit with the No‐U‐Turn‐Sample (NUTS). The null hypothesis (cells were ordered no better than randomly) was rejected by The DeLorean permutation roughness test with *P* < 10^−15^.

### Quantification of single‐cell transcript level changes

For a comprehensive quantification of expression level changes of 478 transcripts encoding for metabolic regulators and control genes, a representative pseudotime for the start and end, respectively, of the ESC‐to‐EpiLC differentiation was estimated as the median pseudotime for naïve ESCs in 2i/Lif culture conditions and EpiLCs captured at 48 h, respectively: a Gaussian process pseudotime trajectory was fit to each transcript using the cells’ pseudotimes inferred from fitting the DeLorean model (see “Derivation of pseudotime trajectories” above). The Kullback–Leibler (KL) divergence between the posterior distributions of the expression trajectory at the representative naïve ESCs and 48 h EpiLCs pseudotimes was calculated as a quantitative measure of change in gene expression. The KL divergence has several properties that make it suitable for this purpose: it is invariant to shifting and scaling of the data; however, it is sensitive to changes in the variance of the pseudotime trajectory. Transcripts were ranked by their KL divergences (Appendix Table S1); higher divergences indicate genes whose distribution of expression has changed the most between the onset and the end point of the ESC‐to‐EpiLC differentiation.

### Metabolic modulation

For metabolic modulation, 1–10 mM 2‐deoxy‐D‐glucose (2‐DG, Sigma‐Aldrich, D6134) in dH_2_O, 5–20 mM sodium dichloroacetate (DCA, Santa Cruz Biotechnology, Inc., sc‐203275) in dH_2_O, 1–4 mM dimethyl alpha‐ketoglutarate (dm‐αKG, Sigma‐Aldrich, 349631), 4 mM sodium citrate dehydrate (Na‐citrate, Sigma‐Aldrich, W302600) in dH_2_O and 4 mM dimethyl succinate (dm‐succinate, Sigma‐Aldrich, W239607), respectively, were added to cell culture media at the time of plating, with daily media change. For pharmacological modulation during PGCLC differentiation, 4 mM dm‐αKG and 500 nM small molecule inhibitor of bone morphogenetic protein (BMP) type I receptors ALK2 and ALK3, LDN‐193189 (“iBMP”, Stemgent, 04‐0074) in DMSO, respectively, were added once at the time of embryoid body aggregation.

### Colony formation assays

Following 48 h culture in EpiLC‐inducing conditions in the presence of metabolic modulators (2‐DG, DCA, dm‐αKG, Na‐citrate, dm‐succinate), 2,000 cells were plated in fibronectin‐coated 6‐well plates in 2i/Lif medium with 3% FCS. The next day, cells were rinsed once with 1×PBS and replenished with fresh culture medium. On day 6, cells were fixed with 4% formaldehyde (Thermo Fisher Scientific, PN28906) for 15 min at room temperature and stained for alkaline phosphatase (AP) using Leukocyte Alkaline Phosphatase Kit (Sigma‐Aldrich, 86R) according to manufacturer's instructions. AP‐positive colonies were quantified and imaged on an upright Zeiss microscope (Stemi SV11), using Leica Application Suite software (v4.1).

### Quantifying cellular proliferation rates

To assess cellular proliferation, ESCs were stained with CellTrace Violet Cell Proliferation Kit (Molecular Probes, Life Technologies, C34557) following manufacturer's instructions for labelling of adherent cells, before EpiLC induction and subsequent quantification of remaining dye levels by flow cytometry. For benchmarking of proliferation rates, dye dilution in the presence of increasing doses (0.1 μm–1 μM) of the cell‐permeable cyclin‐dependent kinase 4 (CDK4) inhibitor 2‐Bromo‐12,13‐dihydro‐5H‐indolo[2,3‐a]pyrrolocarbazole‐5,7(6H)‐dione (“CDK4i”, Calbiochem, 219476) in DMSO was compared to dye dilution following 4 mM dm‐αKG treatment. For gene expression analysis, cells were gated based on CellTrace Violet intensities and collected by fluorescence‐activated cell sorting (FACS).

### Flow cytometry

For flow cytometry, cells were re‐suspended in 1×PBS with 3% FCS. Flow cytometer analysis was performed on a BD FACScan; data were analysed using BD CellQuest software. FACS sorting was performed on a Moflo (for dye dilution experiments) and SONY SH800 cell sorter (for PGCLC experiments). FACS data were evaluated using FlowJo software.

### Quantitative real‐time PCR

RNA was extracted using the RNeasy Mini Kit (Qiagen, 74104; for ESCs and EpiLCs) and Arcturus PicoPure RNA Isolation Kit (Applied Biosystems, Thermo Fisher Scientific, 12204‐01; for ESCs and PGCLCs), with on‐column DNase digestion (Qiagen, 79254). cDNAs were generated using SuperScript III Reverse Transcriptase (Thermo Fisher Scientific, 18080‐044), according to manufacturer's instructions. Quantitative real‐time PCR was performed on a QuantStudio 6 Flex Real‐Time PCR System (Applied Biosystems), with SYBR Green JumpStart *Taq* ReadyMix (Sigma‐Aldrich, S4438), in triplicate for each condition. For each independent biological experiment, data were averaged over technical triplicates and analysed using the comparative Ct method (Schmittgen & Livak, 2008), with transcript levels internally normalized to *ActB* expression levels. Primer pairs used were as follows: *ActB*, forward, 5′‐CCCTAAGGCCAACCGTGAAA‐3′, reverse, 5′‐AGCCTGGATGGCTACGTACA‐3′; *Esrrb*, forward, 5′‐GGCGTTCTTCAAGAGAACCA‐3′, reverse, 5′‐CTCCGTTTGGTGATCTCACA‐3′; *Klf4*, forward, 5′‐GGGGTCTGATACTGGATGGA‐3′, reverse, 5′‐CCCCCAAGCTCACTGATTTA‐3′; *Tfcp2l1*, forward, 5′‐AGGTGCTGACCTCCTGAAGA‐3′, reverse, 5′‐GTTTTGCTCCAGCTCCTGAC‐3′; *Dnmt3b*, forward, 5′‐GACGTCCGGAAAATCACCAA‐3′, reverse, 5′‐GATCATTGCATGGGCTTCCA‐3′; *Fgf5*, forward, 5′‐TACCCGGATGGCAAAGTCAA‐3′, reverse, 5′‐ATCCCCTGAGACACAGCAAA‐3′; *Lin28b*, forward, 5′‐CGAGAGGGAAATCCCTTGGATA‐3′, reverse, 5′‐CCACTGGCTCTCCTTCTTTCA‐3′; *Prdm1*, forward, 5′‐GAGGATCTGACCCGAATCAA‐3′, reverse, 5′‐CTCAACACTCTCATGTAAGAGGC‐3′; *Prdm14*, forward, 5′‐GCCTGAACAAGCACATGAGA‐3′, reverse, 5′‐TGCACTTGAAGGGCTTCTCT‐3′; *Tfap2c*, forward, 5′‐CGCGGAAGAGTATGTTGTTG‐3′, reverse, 5′‐CGATCTTGATGGAGAAGGTCA‐3′; *Klf2*, forward, 5′‐ACCAAGAGCTCGCACCTAAA‐3′, reverse, 5′‐GTGGCACTGAAAGGGTCTGT‐3′; *Nanog*, forward, 5′‐ACCTGAGCTATAAGCAGGTTAAGAC‐3′, reverse, 5′‐GTGCTGAGCCCTTCTGAATCAGAC‐3′; *T*, forward, 5′‐TCCCGAGACCCAGTTCATAG‐3′, reverse, 5′‐TTCTTTGGCATCAAGGAAGG‐3′; *Gata6*, forward, 5′‐AACCCATTCATCCCCGACCAC‐3′, reverse, 5′‐CTCCTCTCCACGAACGCTTGT‐3′; *Sox7*, forward, 5′‐AAACGTCTGGCAGTGCAGAAC‐3′, reverse, 5′‐CAGCGCCTTCCATGACTTTCC‐3′; *Tet1*, forward, 5′‐AGATGGCTCCAGTTGCTTATCA‐3′, reverse, 5′‐ACGCCCCTCTTCATTTCCAA‐3′; *Kdm3a*, forward, 5′‐ATTCGAGCTGTTTCCCACAC‐3′, reverse, 5′‐TTTCTCCAAGACTCCCCATCA‐3′; *Kdm3b*, forward, 5′‐CCATGACCCCAGCAACAAAA‐3′, reverse, 5′‐TGCACCCCTGAAACTAGCA‐3′; *Cox7a1*, forward, 5′‐CGAAGAGGGGAGGTGACTC‐3′, reverse, 5′‐AGCCTGGGAGACCCGTAG‐3′; *Cpt1a*, forward, 5′‐GACTCCGCTCGCTCATTC‐3′, reverse, 5′‐TCTGCCATCTTGAGTGGTGA‐3′; *Idh2*, forward, 5′‐GGATGTACAACACCGACGAGT‐3′, reverse, 5′‐CGGCCATTTCTTCTGGATAG‐3′; *Pdk1*, forward, 5′‐GTTGAAACGTCCCGTGCT‐3′, reverse, 5′‐GCGTGATATGGGCAATCC‐3′; *Pdk3*, forward, 5′‐AAGCAGATCGAGCGCTACTC‐3′, reverse, 5′‐TTCACATGCATTATCCCTTCC‐3′; *Gapdh*, forward, 5′‐CCCCAACACTGAGCATCTCC‐3′, reverse, 5′‐ATTATGGGGGTCTGGGATGG‐3′.

### Small‐interfering RNA‐mediated knockdown

For combinatorial knockdown via small‐interfering RNAs (siRNAs), 275,000 ESCs cultured in 2i/Lif were reverse‐transfected with 12.5 nM each of ON‐TARGETplus Kdm3a siRNA (GE Healthcare Lifesciences, L‐056510‐00‐0005) and ON‐TARGETplus Kdm3b siRNA (GE Healthcare Lifesciences, L‐065381‐00‐0005), and 25 nM ON‐TARGETplus Non‐targeting Pool (GE Healthcare Lifesciences, D‐001810‐10‐05) as control, respectively, using DharmaFECT 1 Transfection Reagent (Dharmacon, T‐2001‐02) according to manufacturer's instructions. For each condition, all cells were plated in one 6‐well plate coated with fibronectin in 2i/Lif/K medium. The following day, cells were replenished with fresh 2i/Lif/K medium and induced into EpiLCs 1 day later. Knockdown efficiencies were derived by normalizing *Kdm3a* and *Kdm3b*, respectively, expression levels in ESCs in 2i/Lif culture conditions at *t* = 48 h after siRNA transfection to levels prior to siRNA transfection (*t* = 0 h).

### Mitochondria labelling

For staining mitochondria, cells grown on ethanol‐cleaned, fibronectin‐coated microscope cover glasses (Marienfeld, 0107052) were washed three times with 1×PBS warmed to 37°C, before 15‐min fixation in 37°C pre‐warmed 3% formaldehyde (Thermo Fisher Scientific, PN28906) and 0.1% aqueous glutaraldehyde (Thermo Fisher Scientific, 50‐262‐10) in 1×PBS at room temperature, followed by three rinses in 1×PBS. Cells were permeabilized and blocked for 1 h at room temperature in 3% BSA and 0.2% Triton X‐100 in 1×PBS, before incubating overnight with primary antibody (rabbit anti‐TOM20, FL‐145, Santa Cruz Biotechnology, sc‐11415) at a 1:1,000 dilution in 1% BSA and 0.2% Triton X‐100 in 1×PBS in a humid chamber at 4°C. Cells were rinsed three times in 0.05% Triton X‐100 in 1×PBS and incubated with secondary antibody (anti‐rabbit‐IgG‐Atto 647N, Sigma‐Aldrich, 40839) diluted 1:500 in 1% BSA and 0.2% Triton X‐100 in 1×PBS for 1 h at room temperature in a humid chamber protected from light. Following three washes in 0.05% Triton X‐100 in 1×PBS, antibody‐stained cells were fixed for 10 min in 3% formaldehyde (Thermo Fisher Scientific, PN28906) and 0.1% aqueous glutaraldehyde (Thermo Fisher Scientific, 50‐262‐10) in 1×PBS at room temperature. Cell membranes were labelled with 5 μg ml^−1^ wheat germ agglutinin, Alexa Fluor 488 conjugate (WGA‐488, Thermo Fisher Scientific, W11261) in 1×PBS for 10 min at room temperature and rinsed three times in 1×PBS, before mounting onto SuperFrost Plus microscope slides (VWR, 631‐0108) in ProLong Gold antifade reagent (Thermo Fisher Scientific, P36930). Slides were sealed with nail varnish and stored at 4°C prior to imaging.

### Imaging and analysis

Super‐resolution imaging was performed on a custom‐built STED microscope featuring three excitation lines, one fixed depletion wavelength, fast beam scanning and gated detection. The custom STED microscope follows closely to the microscope described in Bottanelli *et al* (2016) (hardware is identical, optical arrangement differs slightly). All images were acquired with a 100× oil immersion objective lens (Olympus, UPLSAPO 100XO/PSF). Either a 30 × 30 μm field of view with an image format of 2,048 × 2,048 (14 nm square pixel size) or a 10 × 10 μm field of view (“zoom‐in”) with a 1,024 × 1,024 image format (9.8 nm square pixel size) was used. Unidirectional beam scanning was performed at 16 kHz with synchronized beam blanking to reduce light exposure. Excitation laser intensity was approximately 10–20 μW at the microscope side‐port and STED depletion power was 110–120 mW at the microscope side‐port. TOM‐20 (Atto 647N) and membrane WGA (Alexa‐488) were imaged simultaneously although the STED depletion beam only acts on the Atto 647N. Thus, one super‐resolved STED mitochondria image and one confocal membrane image membrane were acquired simultaneously. For each line of an image, each line was scanned either 600 times (10 × 10 μm case) or 650 times (30 × 30 μm case). For 10 × 10 μm images, acquisition time was 38 s. For the larger 30 × 30 μm images, acquisition time was 83 s.

To aid visualization, intensity scales (in units of counts) were adjusted using Fiji software as follows:

ESC2 2i/Lif/K: TOM‐20 (mitochondria, magenta): 0–5 (30 × 30 μm). 0–9 (10 × 10 μm).
WGA‐488 (membrane, green): 0–86 (30 × 30 μm).
48 h EpiLCs + DMSO: TOM‐20 (mitochondria, magenta): 0–4 (30 × 30 μm). 0–8 (10 × 10 μm).
WGA‐488 (membrane, green): 0–10 (30 × 30 μm).
48 h EpiLCs + dm‐αKG: TOM‐20 (mitochondria, magenta): 0–5 (30 × 30 μm). 0–9 (10 × 10 μm).
WGA‐488 (membrane, green): 2–48 (30 × 30 μm).

Bright‐field and epifluorescence images of cells were acquired on an inverted Olympus microscope with Leica Application Suite software (v4.1) and processed using Fiji software. Fluorescent image intensity scales (in units of counts) were adjusted equally.

### Western blot analysis

Cells were harvested, re‐suspended in 50 mM Tris–HCl (pH 8.0) supplemented with 1% SDS, 10 mM EDTA, 1× protease inhibitor cocktail (Roche) and lysed by 10 min of incubation on ice. Cell lysates were cleared through 15 min of centrifugation at 13,000 *g*, protein concentrations (determined using the Bicinchoninic Acid Kit, Sigma‐Aldrich) were adjusted, and samples were incubated for 5 min at 95°C following addition of Laemmli buffer. Proteins were separated on 12% polyacrylamide gels using the Mini‐PROTEAN system (Bio‐Rad) and transferred to an Immobilon‐P transfer membrane (Millipore). Following 2 h of blocking in 5% skimmed milk, the membranes were incubated with primary antibodies, diluted in 5% BSA, 0.01% TBST overnight at 4°C. Primary antibodies used in this study were as follows: rabbit anti‐H3K27me3 (Cell Signaling Technology, C36B11; 1:5,000), mouse anti‐H3K9me2 (Abcam, ab1220; 1:5,000), rabbit anti‐H3 (Abcam, ab1791; 1:10,000), goat anti‐DNMT3b (Santa Cruz Biotechnology, sc‐10235; 1:1,000) and rabbit anti‐IDH2 [Abcam, ab129180 (EPR7576); 1:1,000].

Histone antibody binding was visualized using IRDye 680RD, goat anti‐mouse IgG IRDye 680RD, goat anti‐rabbit IgG IRDye 800CW and goat anti‐mouse IgG IRDye 800CW, respectively, secondary antibodies (LI‐COR; 1:2,000 in 5% skimmed milk, 0.01% TBST) and the LI‐COR Odyssey CLx system. DNMT3b and IDH2, respectively, antibody binding was detected by horseradish peroxidase‐conjugated anti‐goat IgG (Dako; 1: 2,000 in 5% skimmed milk, 0.01% TBST) and anti‐rabbit IgG (Dako; 1: 5,000 in 5% skimmed milk, 0.01% TBST), respectively, in conjunction with the Western Detection System (GE Healthcare).

### ChIP‐qPCR analysis

Native ChIP (nChIP) was performed as previously described (Brind'Amour *et al*, 2015). Briefly, cells were washed, dissociated and stored in nuclear storage buffer (Nuclei Isolation Kit; Sigma‐Aldrich) at −80°C prior to lysis in digestion buffer [1× MNase buffer (NEB); 2.5 mM DTT, 6.25% PEG‐6000, 2.5 U MNase (NEB)]. Following chromatin pre‐clearance through protein A/G Dynabeads (Thermo Fisher Scientific), the antibody–bead complex was formed by 2‐h incubation with antibody in IP buffer (20 mM Tris–HCl pH 8.0; 2 mM EDTA; 150 mM NaCl; 0.1% Triton X‐100), with protein inhibitor cocktail (Roche) at 4°C. Chromatin and antibody‐bead complex were then inculcated overnight at 4°C and washed, and purified DNA was quantified by qPCR on a QuantStudio 6 Flex Real‐Time PCR System (Applied Biosystems). Antibodies used for nChIP experiments were as follows: anti‐H3K27me3 (Cell Signaling Technology; C36B11; lot 8); anti‐H3K9me2 (Abcam; ab1220; lot GR212253‐7); rabbit IgG (Santa Cruz Biotechnology; sc‐2027; lot H2615); mouse IgG (Santa Cruz Biotechnology; sc‐2025; lot G2314). H3K9me2 and H3K27me3, respectively, occupancy was investigated in putative enhancer regions of candidate genes, based on three published datasets (Ma *et al*, 2011; Buecker *et al*, 2014; Zylicz *et al*, 2015). Primer pairs used were as follows: *Esrrb* enhancer, forward, 5′‐AGGTTTGAATGGGACAGGAG‐3′, reverse, 5′‐GATTGCACATCAAGGACTGG‐3′; *Arid5b* enhancer, forward, 5′‐GGATTCAGAGAGCAAGCACA‐3′, reverse, 5′‐TGCTTCTGCAGGAATCTCAG‐3′; *Tfap2c* enhancer, forward, 5′‐GCGCTTAGGTCGCTTGGATA‐3′, reverse, 5′‐CTCGAACACTTGGAGTCGGG‐3′; *Nanog* enhancer, forward, 5′‐TTCAGTCAGGCTGGGCAATG‐3′, reverse, 5′‐CCTCAACTGCTGCCACACTA‐3′; *Prdm14* enhancer, forward, 5′‐AAGCAGCAGGGTGGAGATAA‐3′, reverse, 5′‐AAATGGGCTGCTAAGTGCAT‐3′; *Pdgfa* enhancer, forward, 5′‐CCTCATCTTCCTCCTTCCAC‐3′, reverse, 5′‐AAATCAGACAGGCAGGGTGT‐3′; *Tfap2c* promoter, forward, 5′‐CAGCCAGATACAGCTTCGGG‐3′, reverse, 5′‐GATTCCGAGAAGGAGTCCGC‐3′.

### OSN binding site analysis

For transcription factor occupancy analysis, binding of OCT4, SOX2 and NANOG (OSN) within a region of 20 kb upstream to 4 kb downstream of the transcriptional start sites of genes of interest was investigated, based on ChIP‐seq summary data from three separate publications (Chen *et al*, 2008; Marson *et al*, 2008; Whyte *et al*, 2013). A gene was defined as occupied by OSN if all three factors bound the region in the summary data from at least two of the three publications.

### Quantification and statistical analysis

Microsoft Excel was used for statistical evaluation of gene expression (qRT–PCR), flow cytometer analysis and colony formation assays. Data were analysed using unpaired (heteroscedastic) 1‐tailed Student's *t*‐tests. For comparing fold changes in gene expression levels, statistical analysis was performed on log_10_‐transformed data. Statistical details of the experiments, such as the number of independent biological replicates, definition of centre, dispersion and significance are reported in the figure legends. Data are represented as mean ± 1 SEM. Significance levels are denoted as follows: *P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.005. *P*‐values for all statistically evaluated experiments are listed in Appendix Table S3.

## Data availability

The single‐cell RNA‐seq data reported here have been deposited in GEO under accession number GSE107761.

## Author contributions

JT designed the experiments; performed cell culture, single‐cell processing for RNA‐seq, flow cytometry, qRT–PCR, immunofluorescence, imaging, data analysis and graphical representations; and wrote the paper. WHG performed Western blot and ChIP‐qPCR analyses, qRT–PCR, data analysis and graphical representations of the experimental results. JR and LW performed pseudotime, statistical and binding site analyses. EA built the STED microscope and helped with super‐resolution imaging. FB, CM and FT performed the GPLVM analysis. BDS provided experimental support. MAS supervised the study.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Appendix Click here for additional data file.

Expanded View Figures PDF Click here for additional data file.

Review Process File Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

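Single-cell RNA-seq was analysed for 67 mouse cells: 26 ESCs in 2i/Lif, 16 EpiLCs at 24 h and 25 EpiLCs at 48 h. Time points were taken from the sample labels and the paper's methods. Each sample is a cell, no more than 1 culture is named per time point, and each time point was treated as 1 sample. For this reason no test was run, and no p-value or standard error is given. Differences are described by their size and by the SD over cells. The paper's other experiments (protein blots, qRT-PCR, inhibitor and αKG treatments, PGCLC induction) were not analysed here.

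The authors trimmed reads under quality 20 with the FASTX-Toolkit, removed adaptors with CutAdapt, mapped with TopHat 2.0.6 to UCSC mm9, merged runs with samtools 0.1.18 and counted reads per transcript with their own R scripts. The deposited values are these raw counts. How reads shared by several transcripts were assigned is not given in the sources used here. The authors kept cells identified by their dye and with enough uniquely mapping reads. The files hold no RPKM values, so the alternative of using RPKM in place of counts was not run. Beside the transcripts, each deposited table has 3 Ambion rows that name no gene. These rows held a median of 48.1%, 47.5% and 53.6% of all reads at 0, 24 and 48 h, and were kept out of library sizes.

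Counts were divided by size factors of the median-of-ratios method of DESeq2 (the paper's method, computed in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3 over 3758 transcripts with a read in every cell), and log10(x + 1) was taken. The cells used in the paper were found by its own rule, which leaves out 48 h EpiLCs with log10(Tfcp2l1 count + 1) over 1.5. The change of a gene is the difference of mean log10 values, and a size of 0.3 was set for calling it higher or lower. Pooled CPM have exact Poisson intervals and shares of cells exact binomial (Clopper-Pearson) intervals from scipy 1.17.1, both at 95%. The Poisson intervals cover counting error only, as if reads were independent. The binomial intervals cover the sampling of cells within a culture only. With between 3267583 and 9456971 reads on transcripts per cell, counting error is small beside the spread over cells. Random lists (10000 for each list) were matched by drawing each gene from the 50 nearest genes on either side in mean level. Gene symbols come from the RefSeq annotation of GRCm38.p6, and coordinates from GENCODE vM1 on NCBIM37, the assembly of mm9, matched by symbol, with older symbols used for 6 genes. Zfp42, Gapdh, Pgk1, Pgam1, Eno1, Suclg2 and Hadhb had no matched identifier and were not analysed here.

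The genes named were fixed before the data were examined: every gene the paper names (1 of them is not reported here), members of the lists where a list is discussed, and the 5 largest rises and 5 largest falls among genes with a read in at least 50% of the cells of 0 h or 48 h, with the same sign at 24 h and over all 67 cells. The use of the transcript with most reads for a gene was chosen after the files were seen. Alternatives were all 67 cells, scaling by total counts, TMM (edgeR 4.0.16 in R 4.3.3) or not at all, pseudocounts of 0.1 and 10, medians over cells, pooled CPM (0.5 added to each sum) and leaving out each cell in turn. For shares, reads were also thinned to the 3267583 of the shallowest cell, or 10 reads were required. An alternative was counted as moved when it shifted a value by more than the pooled SD over cells, since there are no replicates, or when it changed the call by size. Added after seeing the data were scaling by the Ambion rows, size factors over the 56 cells, sums over the transcripts of a gene and pooled CPM with each cell left out in turn. Cells captured in pairs were not removed, and are weighed in the closing section.

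The steps were tested on simulated counts for 14773 transcripts in 26 and 14 cells, for the comparison of 48 h with 0 h, with 200 transcripts changed 4-fold. All of these had the right sign, 95.0% reached the size called, and 8.78% of unchanged transcripts of like level did so by chance. The simulated spread over cells was an assumed one, set alike for all transcripts and not matched to the genes reported. The share passing by chance could be higher for genes with a wide spread, such as Fgf5 (pooled SD 0.973). It could be lower for genes with a narrow one, such as Slc2a1 (0.376). A call by size is therefore not evidence of a change by itself. Figures were drawn with matplotlib 3.10.9. The Gaussian process models and pseudotime of the paper were not rerun.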

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

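The tests below were chosen after the result they bear on had been seen, except the one on genes induced by ERK, and the values that count for or against an explanation were also set after the results were known. The patterns were picked from the cells one by one and from 5975 genes ranked by their change.

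In the 48 h EpiLCs that the paper left out, 7 of 11 cells had naïve marker levels above every kept 48 h EpiLC (wells A11, B11, B4, B6, D10, F5 and G4, means 1.5 to 2.41 against at most 1.37). The paper gives high Tfcp2l1 as its reason and does not describe these cells further. If an ESC and an EpiLC captured together in 1 chamber were the source, the RNA of both would be present, and about as many of these cells should lie above as below the sum of the ESC and kept 48 h medians of transcript reads per Ambion read, 1.91. Of the 11 left-out cells, 0 lay above it (range 0.50 to 1.34), nor did any ESC or kept 48 h EpiLC, while the highest 24 h EpiLC had 1.99. This argues against pairs, on the assumption that each chamber received the same amount of Ambion RNA. An exchange of labels between ESC and 48 h wells needs partners, and 3 ESCs (D5, G7 and G10) had naïve marker levels in the range of kept 48 h EpiLCs, with epiblast marker means of 1.84, 2.09 and 1.46. These are fewer than 7, so an exchange could cover part of the pattern. Both counts rest on 1 kept cell, that of well B12, which sets the upper limit of 1.37. Without it the kept cells end at 0.914 (well E4). That would take D5 (1.28) out of their range and put the left-out cell of well C7 (0.934) above it. To ask whether the cells were ESCs given the 48 h label, 9 genes induced by ERK, which the MEK inhibitor in 2i should hold down, were averaged per cell. The mean was above every ESC in 1 of the 7 cells (G4), and in 0 of the 14 kept 48 h EpiLCs, so the list does not part the time points and the test is void. A list of genes induced by Wnt, written with it, overlapped likewise, with means of 0.0511 to 1.65 in ESCs and 0.222 to 1.06 in kept 48 h EpiLCs. Wrong labels and cells that stayed naïve through 48 h cannot be told apart.

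Reads on the Ambion rows, which the paper's text does not mention, took a median of 48.1% of all reads in ESCs. Transcript reads per Ambion read had a median of 1.08 in ESCs, 1.1 in 24 h EpiLCs and 0.834 in kept 48 h EpiLCs (highest 1.05). If the dyes of the 48 h cells lowered the yield, left-out 48 h EpiLCs, stained in the same way, should be as low. Their median was 0.961, between that of kept 48 h EpiLCs and that of ESCs, with ranges that overlap. Dye, time point and RNA content per cell cannot be told apart, since each time point had a dye of its own.

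Among the genes ranked by mean log10 value over the 56 cells, Kif1a and Crxos, which the paper does not discuss, had the largest rise and, after Tfcp2l1, the largest fall, with changes of 1.76 and -2.23. This order depends on the choices made. Over all 67 cells Car4 (1.38) and Pdlim3 (1.34) lay above Kif1a (1.33), and Crxos (-1.52) fell further than Tfcp2l1 (-1.4). With medians over cells Car4 (2.33) and Pdlim3 (2.31) again lay above Kif1a (2.15). Kif1a stood at 54.8 (53.1 to 56.5) CPM in kept 48 h EpiLCs against 0.875 (0.727 to 1.04) in ESCs (0.375, 0.28 to 0.494, without the ESC of well A2), and Crxos at 110.2 (108 to 112) CPM in ESCs against 0.0816 (0.030 to 0.178) in kept 48 h EpiLCs. Size factors as the cause would need the changes to vanish under another scaling. Scaled by the Ambion rows the smaller of them was still 1.63. That scaling moved the median of all genes only from -0.0331 to -0.134. Changes of this size could hardly have vanished under it, so no conclusion is drawn from this test. With each cell left out in turn Kif1a stayed between 1.68 and 1.92 and Crxos between -2.32 and -2.19. A change with differentiation stays open as the biological explanation, untested with 1 culture and 1 dye per time point.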

How the results depend on the processing

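Of the alternatives, scaling by the Ambion rows, size factors over the 56 cells, sums over transcripts and pooled CPM with each cell left out in turn were chosen after seeing the data. Among genes reported here that the paper names and the largest rises and falls, no change that reached 0.3 reversed its sign under the alternatives run for them, nor did that of a list over all 67 cells, without the filter on detection or under total-count, TMM or Ambion scaling. Other members of the lists were not run under each alternative. The glycolysis and complex I lists, under that size, fell below 0 along with all genes when scaled by the Ambion rows, and stayed 0.102 and 0.0153 above all genes. For 18 genes the paper names for its single cells, 215 of the alternative values kept the call by size and lay within the SD over cells, and 19 did not. The counts of left-out cells and of left-out cells with high naïve markers did not change. Cells nearest their own time point on the first component were 45 of 56, 44 of 56 with 2000 genes, 44 of 56 with unit variance and 46 of 67 over all cells, where the 24 h EpiLCs went from 12 to 9 of 16.

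Over all 67 cells, the changes were -1.4 for Tfcp2l1, 0.228 for Dlst, 0.19 for Psph and 0.287 for the glucose and lactate transporter list. The cells added were those chosen for high Tfcp2l1, which accounts for the first. With medians over cells, Fgf5 was 1.9, Pdk3 0.256, Dlst 0.261 and Gls2 -0.397. As pooled CPM, Esrrb was -0.793, Fgf5 0.278 and Dlst 0.218. Single cells weigh on these pooled values, which were -1.37 for Esrrb without B12 of 48 h, 0.334 for Dlst without H11 of the ESCs and up to 0.406 for Fgf5 (without D5 of the ESCs). A pseudocount of 10 gave 0.297 for Pdk3 and 0.273 for Psph, and no normalization 0.296 for Psph. Scaling by the Ambion rows gave 0.20 for Pdk3, 0.206 for Dlst, 0.163 for Psph, 0.166 for the transporters and -0.174 for complex V. Apart from the first value and the pooled ones, the cause was not tested.

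Leaving out each cell in turn, Pdk3 stayed between 0.26 and 0.509, Psat1 between 0.247 and 0.307 and Psph between 0.231 and 0.40. Pdk3 fell under 0.3 without B12 of 48 h (0.26) or without E8 or H11 of the ESCs (0.279 each). Psat1 rose past it without C11 of 48 h (0.307), and Psph fell under it without B2 (0.231), E8 (0.282) or G7 (0.295) of the ESCs or A7 (0.288), B12 (0.258), B9 (0.284) or H10 (0.287) of 48 h. Pdk3, Dlst, Psat1 and Psph thus lie near the size that was set, and which side they fall on depends on these choices.

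For other named genes, 331 alternative values held and 20 moved, and for lists 47 held and 3 moved. Shares of cells with a read held in 96 cases and moved past the binomial interval in 12, of which 11 were with 10 reads required and 1 with thinned reads. RPKM in place of counts was not run, since the files hold none. No paired analysis was possible because each sample is a cell in a well of its own and the time points share no replicate. Depth limits little here, with at least 3267583 reads on transcripts per cell, but no alternative replaces a second culture per time point.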

Differences from the paper's values

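The highest of the 56 cells for Psat1 lies at about 1.9 in Fig. EV1D, read by eye, on the paper's log scale. For the Psat1 transcript with most reads, NM_001205339, the highest value was 3.76. The alternatives set before the data were examined gave 3.81 with total-count scaling, 3.81 with TMM and 3.8 without normalization, so the difference remains under each. The other Psat1 transcript, NM_177420, examined after the values were seen, had a highest value of 1.98. With NM_177420 the Psat1 rise was 0.23. The other genes reported here from the panels of Figs 1B, 3A and EV1D were read in the same way, with the computed values already known, and under these scalings each lay within 1 SD of the reading, the SD being that over the 56 cells of all time points. With size factors every one of them lay above its reading, so the gaps all had the same sign. Under the other scalings only Gls2 without normalization (2.88 against 2.9) lay below. The widest of these gaps was for Slc2a1, at about 3.4 in Fig. EV1D, read by eye, against 3.77. With total-count scaling (3.83), TMM (3.8) and no normalization (3.85), whether this gap is wider than the pooled SD of Slc2a1 within time points, 0.376, depends on 0.1 in the reading.

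The paper describes changes of Psat1, Psph and Glud1 as negligible and names Pdk3 as upregulated and Dlst as slightly upregulated. It rests this on pseudotime trajectories and their Kullback-Leibler divergences, a measure unlike the difference of means used here. Its divergences were not available here, so a different call is not by itself a conflict with the paper. Here Psph rose by 0.316, Psat1 by 0.27 and Glud1 by 0.229, against 0.354 for Pdk3 and 0.358 for Dlst, so that Psph was called higher by size and Psat1 and Glud1 were not. Over all 67 cells Pdk3 kept its call (0.32), while Dlst (0.228) and Psph (0.19) lay under the size set. Psph was also under that size without normalization (0.296) and with a pseudocount of 10 (0.273), and with scaling by the Ambion rows (0.163), which was chosen after seeing the values and also takes Pdk3 (0.20) and Dlst (0.206) under it. With medians over cells Psph (0.357) kept its call, while Pdk3 (0.256) and Dlst (0.261) did not. Pdk3 was also under the size set with a pseudocount of 10 (0.297), and Dlst with pooled CPM (0.218, but 0.334 without the ESC of well H11). Psph had 0.31 with pooled CPM, and 0.229 to 0.299 without any 1 of B2, C9, D5, D9, E8 and G7 of the ESCs or A7, B12, B9 and H10 of 48 h. Gls2 and Glul, with changes of -0.0655 and -0.124, were near unchanged as in the paper. With medians over cells, however, Gls2 changed by -0.397, past the size set, and with pooled CPM by 0.117. Glul stayed under that size in each alternative. The paper's other genes moved in the directions it gives, for example Esrrb (-1.66), Idh2 (-0.625) and Tdh (-1.99) down, and Pdk1 (0.823) and Slc2a1 (0.498) up.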

Other observations

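The tests of this part were chosen after the patterns had been seen, with the one on the scaling of the 24 h lists written before the other scalings were computed. The list patterns were picked from 10 lists at 2 time points.

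Subunits of the respiratory chain were near unchanged as lists from 0 h to 48 h, while Cox7a1 changed by -0.659, the largest fall among the complex II to IV genes detected. Of the 27 genes of that list, 1 was called lower and 1 higher. A general loss of RNA hidden by size factors could leave such lists near 0. Scaled by the Ambion rows, their medians were -0.118, -0.181 and -0.174 for complexes I, II to IV and V, beside -0.134 for all genes. The largest in size, -0.181, stays under 0.3 but not at 0, so whether the subunits fell together with all other RNA cannot be told apart from no change, since the yield of the 48 h cells is tied to their dye. Relative to all genes under this same scaling, the lists lay within -0.0476 to 0.0153.

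At 24 h, lists of both glycolysis and respiration were lower than at 0 h. Median changes were -0.112 for glycolytic enzymes, -0.0743 for complex I, -0.0884 for complexes II to IV and -0.0945 for complex V, with 12 of 12 complex V genes below 0 under size factors (11 with the Ambion rows). They were within the lowest 0.31% of matched lists under size factors, total counts, TMM and the Ambion rows, but a scaling moves a list and its matched genes alike, so this could hardly have come out otherwise and does not bear on size factors as the cause. Scaled by the Ambion rows the medians were -0.103, -0.0357, -0.0498 and -0.0558. The kinases and phosphatases of pyruvate dehydrogenase were also low at 24 h, at -0.261 (percentile 0.89). Under size factors the 48 h medians of the 4 lists were above those at 24 h, whereas scaled by the Ambion rows the 3 respiratory lists were lower at 48 h than at 24 h, along with all genes (0.0244 at 24 h and -0.134 at 48 h). Relative to all genes under that scaling, complexes I, II to IV and V lay at -0.0601, -0.0742 and -0.0802 at 24 h and at 0.0153, -0.0476 and -0.0399 at 48 h, the same direction as with size factors. The paper does not report these lists at 24 h. Culture, dye and differentiation cannot be told apart with 1 culture per time point.

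Among the 26 ESCs, 8 had log10 values over 1.5 for both Fgf5 and Tfcp2l1 (wells A2, B7, B8, C10, F7, F8, G10 and H3), a threshold taken from the paper's rule after the values were seen. If an ESC and an EpiLC captured together in 1 chamber were the source, about as many should lie above as below 1.91 transcript reads per Ambion read, and 0 of them did (range 0.893 to 1.56). This argues against pairs, again if each chamber received the same amount of Ambion RNA. ESCs that had begun to leave the naïve state in culture are a candidate explanation that was not tested.

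Psat1 lies far lower in Fig. EV1D than its transcript with most reads. If the figure shows the transcript with fewer reads, NM_177420, its highest cell should lie within 0.2 of that of the figure, and it was 1.98. This is consistent with the figure showing NM_177420, which held 1749 of the Psat1 reads against 158163 on NM_001205339.

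Genes that the paper studies in other experiments were also read in these cells. From 0 h to 48 h, over the 56 cells, Klf4 changed by -1.76, Tet2 by -1.22, Arid5b by -1.57, Kdm3a by -0.565, Kdm3b by -0.577 and Nanog by -0.46, and Dnmt3b by 0.599. Over all 67 cells these changes were smaller, at -1.24, -0.847, -1.09, -0.345, -0.312, -0.338 and 0.461 in that order. For Kdm3b the change was -0.206 with medians over cells and -0.279 with pooled CPM, under the size called, though past it without D9 of the ESCs (-0.309) or E4 (-0.47) or G5 (-0.306) of 48 h. For Arid5b it was -0.88 with pooled CPM, and -1.49 without B12 of 48 h. Sox2 changed by -0.582, but by -0.261 over all 67 cells and -0.114 with pooled CPM, Prdm1 by -0.581, but by -0.251 over all 67 cells and 0 with medians, and Tfap2c by -0.532, but by -0.277 with a pseudocount of 10 and -0.282 with pooled CPM. The pooled change of Tfap2c was past the size called, at -0.301 to -0.635, without any 1 of A5, B5, C9, D5, E12 and G7 of the ESCs or B12, E4 and G5 of 48 h. Tet1 (0.00529), Hif1a (-0.0216), Pou5f1 (0.112) and Cdk4 (0.00538) were near unchanged, and Idh1, the cytosolic counterpart of Idh2, changed by -0.168 (-0.319 scaled by the Ambion rows). Prdm14 reads were found in 13 of 26 ESCs and 0 of 14 kept 48 h EpiLCs, which allows a share of cells with a read of up to 23.2% (95% exact binomial interval) and sets no limit on cells that express it. Its change was -0.752 (-0.127 with medians, and -3.24 with pooled CPM, a size set by the 0.5 reads added to a sum of 0). T and Gata6 had reads in 2 of 26 and 1 of 26 ESCs and in no kept 48 h EpiLC, with changes of -0.052 and -0.0705. Their pooled CPM changes of -0.997 and -1.82 rest on these ESCs (wells F8 and G7 for T, C10 for Gata6) and on the 0.5 reads added, and without C10 that of Gata6 was 0.267. The naïve marker list as a whole had a median change of -1.22 (13 genes, all lower) and the epiblast list 0.714 (10 of 11 higher) over the 56 cells, where 48 h cells were kept for low Tfcp2l1, and -0.847 and 0.461 over all 67. Esrrb, Tfcp2l1, Fgf5 and Lin28b, which the paper names from these cells, are among them.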
